# Defining the expression of piRNA and transposable elements in *Drosophila* ovarian germline stem cells and somatic support cells

**DOI:** 10.26508/lsa.201800211

**Published:** 2019-10-16

**Authors:** Benjamin Story, Xing Ma, Kazue Ishihara, Hua Li, Kathryn Hall, Allison Peak, Perera Anoja, Jungeun Park, Jeff Haug, Marco Blanchette, Ting Xie

## Abstract

Piwi-interacting RNAs (piRNAs) are important for repressing transposable elements (TEs) and modulating gene expression in germ cells, thereby maintaining genome stability and germ cell function. Although they are also important for maintaining germline stem cells (GSCs) in the *Drosophila* ovary by repressing TEs and preventing DNA damage, piRNA expression has not been investigated in GSCs or their early progeny. Here, we show that the canonical piRNA clusters are more active in GSCs and their early progeny than late germ cells and also identify more than 3,000 new piRNA clusters from deep sequencing data. The increase in piRNAs in GSCs and early progeny can be attributed to both canonical and newly identified piRNA clusters. As expected, piRNA clusters in GSCs, but not those in somatic support cells (SCs), exhibit ping-pong signatures. Surprisingly, GSCs and early progeny express more TE transcripts than late germ cells, suggesting that the increase in piRNA levels may be related to the higher levels of TE transcripts in GSCs and early progeny. GSCs also have higher piRNA levels and lower TE levels than SCs. Furthermore, the 3′ UTRs of 171 mRNA transcripts may produce sense, antisense, or dual-stranded piRNAs. Finally, we show that alternative promoter usage and splicing are frequently used to modulate gene function in GSCs and SCs. Overall, this study has provided important insight into piRNA production and TE repression in GSCs and SCs. The rich information provided by this study will be a beneficial resource to the fields of piRNA biology and germ cell development.

## Abstract (precis)

Comprehensive transcriptional characterization of mRNA and small RNA in early *Drosophila* germline stem cells reveals novel piRNA clusters, transposon dynamics, and alternative splicing events.

## Introduction

In animals, germ cells are dedicated to faithfully transmitting the genome from generation to generation. The genome contains many heterochromatic regions, which are rich in transposable elements (TEs), including both DNA transposons and retrotransposons. Mobilized TEs can mutate protein-coding genes, regulatory regions, and impair genome stability in germ cells. Piwi-interacting RNAs (piRNAs) are generated to repress TE activity and maintain genome stability, given that disrupting piRNA production causes infertility in *Drosophila* and mice because of DNA damage–induced blockage of germ cell differentiation (Malone & Hannon, 2009; Thomson & Lin, 2009; Khurana & Theurkauf, 2010; Saito & Siomi, 2010; Banisch et al, 2012). The *Drosophila* ovary contains germline stem cells (GSCs) that provide a continuous supply of differentiated germ cells and eventually mature oocytes throughout their lifetimes (Spradling et al, 2011; Xie, 2013). Although piRNA components are required intrinsically for maintaining GSCs in the *Drosophila* ovary (Ma et al, 2014, 2017), piRNAs in GSCs and their immediate progeny have yet to be characterized. This study uses the *Drosophila* ovary as a model to reveal that piRNA expression levels in GSCs and early progeny are higher than in terminally differentiated germ cells and discovers previously unidentified piRNA clusters.

The adult *Drosophila* ovary contains 12–16 ovarioles with each carrying 2–3 GSCs in its germarium at the tip. GSCs continuously generate cystoblasts (CBs) via asymmetric cell division; Bam and Bgcn function as key differentiation regulators driving CBs to form connected 2-cell, 4-cell, 8-cell, and 16-cell cysts via synchronous division as evidenced by mutations in *bam* and *bgcn* completely blocking further CB differentiation and causing accumulation of GSC-/CB–like cells (McKearin & Spradling, 1990; Ohlstein & McKearin, 1997). *bam* is repressed in GSCs by niche-activated BMP signaling but is then expressed in CBs and dividing cysts (Xie & Spradling, 1998; Chen & McKearin, 2003; Song et al, 2004). Constitutive BMP signaling causes the accumulation of GSC-like cells outside the GSC niche (Xie & Spradling, 1998; Chen & McKearin, 2003; Casanueva & Ferguson, 2004; Song et al, 2004). This study investigates piRNA and TE transcriptional profiles using constitutive BMP signaling and *bam*/*bgcn* mutations to enrich GSCs and CBs, respectively.

Two distinct piRNA pathways exist in the *Drosophila* ovary, the one in the germline uses three PIWI family proteins (Piwi, Aub, and Ago3) and the other in the soma requires only Piwi (Saito et al, 2006; Brennecke et al, 2007; Yin & Lin, 2007; Li et al, 2009; Malone et al, 2009). Soma-derived piRNAs originate from uni-stranded clusters, whereas most germline-derived piRNAs generally originate from dual-stranded clusters. piRNAs are produced by distinct transcriptional mechanisms and processing machineries. In the soma of the *Drosophila* ovary, the piRNA clusters are transcribed from only one DNA strand through the use of specific PolII promoters. These transcripts are then transported to the Yb body and further processed by Piwi and Zucchini into individual uni-stranded piRNAs (Ross et al, 2014; Huang et al, 2017; Yamashiro & Siomi, 2018). In germ cells (presumably nurse cells), large piRNA clusters in heterochromatin regions exhibit an enrichment for H3K9me3, which can recruit the RDC complex and subsequently the Moon–TRF2–TFIIA-S complex to initiate transcription from both strands in a PolII-dependent, but promoter-independent manner (Pane et al, 2011; Zhang et al, 2012, 2014; Mohn et al, 2014; Chen et al, 2016; Andersen et al, 2017). Cuff, a major component of the RDC complex, has been shown to be necessary for the productive expression of piRNA precursors from dual-stranded clusters by interfering with the recruitment of CPSF and preventing transcript degradation by the exonuclease Rat1 (Chen et al, 2016). These transcripts from both DNA strands are then transported to the perinuclear structure known as the nuage, where they are processed to generate primary piRNAs by Piwi and Zucchini (Saito et al, 2006; Brennecke et al, 2007; Qi et al, 2011; Han et al, 2015; Mohn et al, 2015; Hayashi et al, 2016). Aub-bound primary piRNAs then recognize the sense transcripts, and these sense transcripts can be subsequently cleaved by Ago3 at the 10th nucleotide position complementary with the sense piRNAs. Ago3-bound sense piRNAs target complementary antisense transcripts, thus, resulting in further processing that generates antisense piRNAs. This feed-forward piRNA amplification loop is known as the “ping-pong” cycle (Brennecke et al, 2007; Gunawardane et al, 2007). Besides transcripts from piRNA clusters, those from active TEs also serve as templates for the piRNA processing machinery resulting in the generation of mature piRNAs and, thus, simultaneous silencing of TEs.

Consistent with critical roles of piRNAs in selectively silencing TEs and safeguarding genome integrity, mutations in the genes required for piRNA production lead to elevated DNA damage and subsequent checkpoint activation in germ cells, ultimately resulting in female sterility (Chen et al, 2007; Klattenhoff et al, 2007). In addition, piRNA profiling experiments have been performed on whole ovaries, which are enriched in late differentiated germ cells as GSCs and CBs represent a minority of the total population of germ cells, and furthermore, early functional studies of piRNAs have been focused on late germ cells, nurse cells, and oocyte (Brennecke et al, 2007; Klattenhoff et al, 2007; Li et al, 2009; Malone et al, 2009; Zhang et al, 2012). In the *Drosophila* ovary, GSCs continuously generate differentiating CBs, which ultimately give rise to oocytes, and mutations in a GSC will be passed on to all of its future oocytes. In contrast, mutations occurring in late germ cells only affect individual oocytes. Thus, one might expect tighter control over TE expression in GSCs, given the importance of avoiding the continuous transfer of deleterious mutations into future offspring. Although the piRNA pathway is demonstrated to be critical for GSC maintenance (Ma et al, 2014, 2017), the composition of piRNAs in GSCs is yet to be defined. In this study, we used cultured GSCs, niche cells, and early differentiation-defective *bam*- and *bgcn*-mutant ovaries to define piRNA clusters and composition in GSCs and their early progeny. Interestingly, the levels of TE-targeting piRNAs are significantly higher in GSCs and CBs than those in the whole ovary. To this end, we developed an algorithm that sequentially scans the genome and finds regions with characteristics that identify them as potential piRNA clusters. Finally, we also used RNA sequencing of purified GSCs and enriched CBs in *bam* and *bgcn* mutants to probe TE expression in GSCs and their early progeny. Surprisingly, most of the known soma-specific TEs are also highly expressed in GSCs and early progeny. Therefore, our profiling of piRNAs and transposons in GSCs and their early progeny provides novel insight into the maintenance of genome integrity in GSCs and opens the door for more focused studies in the future.

## Results

### piRNAs are more abundant in GSCs and early GSC progeny than late differentiated germ cells

In the *Drosophila* ovary, two or three GSCs and CBs can be identified by the presence of a spherical spectrosome, and mitotic cysts can be recognized by the presence of a branched fusome (Lin et al, 1994; de Cuevas & Spradling, 1998) (Fig 1A). Both the spectrosome and the fusome are the same germ cell–specific organelles expressing cytoskeletal proteins, including hu li-tai shao (Hts) (Fig 1A). GSCs and CBs can be easily and reliably distinguished from each other: GSCs directly contact cap cells and express pMad but CBs do not (Xie, 2013) (Fig 1A and A’). *nanos-gal4*–driven germ cell–specific expression of the constitutively active BMP type I receptor *thickvein* (*tkv*^*M1*^) results in the accumulation of spectrosome-containing GSC-like cells, which are also positive for pMad (Casanueva & Ferguson, 2004) (Fig 1B). Because *bam* and *bgcn* work in a mutually dependent manner to drive the differentiation of CBs into mitotic cysts (McKearin & Spradling, 1990; Ohlstein et al, 2000), *bam*- and *bgcn*-mutant germaria accumulate many more undifferentiated pMad-negative and spectrosome-containing CB-like cells in addition to two or three pMad-positive GSCs (Fig 1C and D). Thus, this study used *tkv*^*M1*^-overexpressing ovaries and *bam*-*/bgcn*-mutant ovaries to enrich GSCs and CBs, respectively, for small RNA and TE analysis using deep RNA sequencing.

**Figure 1.**
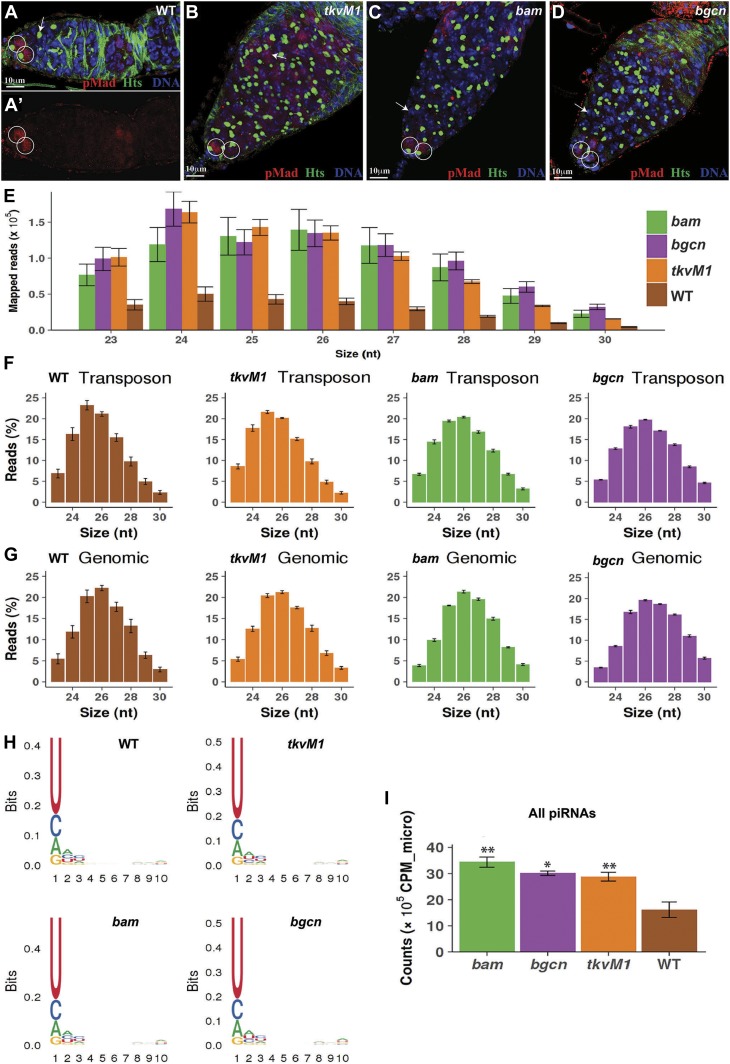
GSC-/CB-rich ovaries express higher levels of piRNAs than wild-type ovaries. Error bars represent SD. **(A, A′, B, C, D)** In contrast with the wild-type (A, A′) ovary carrying two pMad-positive GSCs (circles), the *tkv*^*M1*^-expressing (B) ovary accumulates many spectrosome-containing pMad-positive GSC-like cells (arrowhead) besides two pMad-positive endogenous GSCs (circles), whereas *bam*- (C) and *bgcn*-mutant (D) ovaries carry many spectrosome-containing pMad-negative CB-like cells (arrows) besides two pMad-positive endogenous GSCs (circles). **(E)** Number of mapped small RNA-seq reads of the 23–30 nt in length in wild-type, *bam*-mutant, *bgcn*-mutant, and *tkv*^*M1*^-expressing ovaries. **(F)** Size distribution of piRNA reads mapped to TEs in wild-type and mutant ovaries. **(G)** Size distribution of piRNA reads mapped uniquely to genome in wild-type and mutant ovaries. **(H)** Sequence logo for the first 10 nt of all unique small RNA-seq reads mapped to the genome. The first nucleotide of piRNA reads are biased toward U in wild-type and mutant ovaries. **(I)** GSC-/CB-rich ovaries express more piRNAs than wild-type ovaries.

To compare the levels of piRNAs and TEs in GSCs, CBs, and whole ovaries, total RNA samples were collected from the wild-type, *tkv*^*M1*^-expressing, *bam*-mutant, and *bgcn*-mutant ovaries in triplicates. Small RNAs were gel-purified to select for species smaller than 50 nt and libraries were prepared for deep sequencing (see the Materials and Methods section). All small RNA reads were aligned uniquely to the genome (allowing only a single mismatch). For the reads mapped to the *Drosophila* genome, those reads that matched to the sequences of tRNAs, ribosomal RNAs, small nucleolar RNAs, and small nuclear RNAs were excluded from further analysis (Fig S1A). The remaining mapped reads were then classified into three different categories based on their sizes and previous studies (Lau et al, 2009; Wen et al, 2014): siRNAs, miRNAs, and piRNAs (Fig S1A).

**Figure S1.**
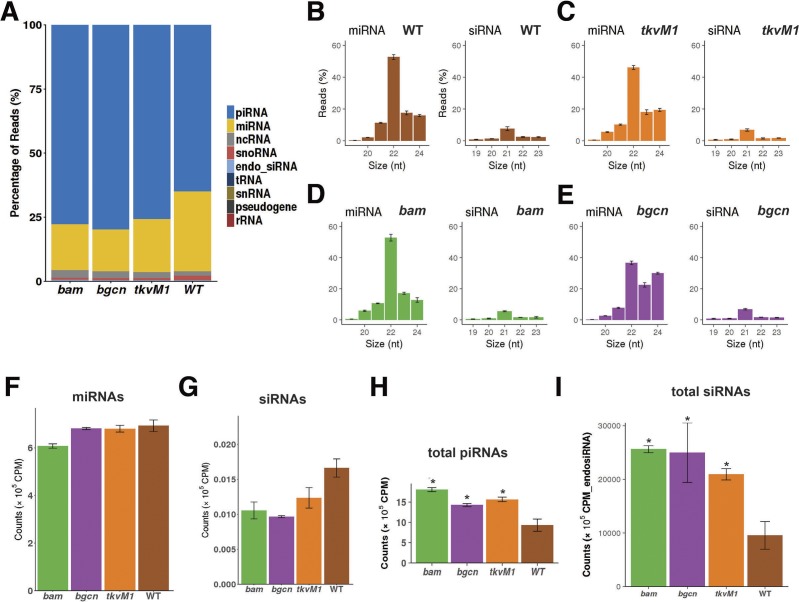
Distribution of different small RNA biotypes from small RNA reads in wild-type and mutant ovaries. **(A)** The percentages of different small RNA biotypes in GSC-/CB-rich and wild-type ovaries. **(B, C, D, E)** The size distributions of miRNAs (left) and siRNAs (right) from wild-type (B), *tkv*^*M1*^-expressing (C), *bam*- (D) and *bgcn*-mutant (E) ovaries. **(F, G)** Normalized miRNA (F) or siRNA (G) expression levels in GSC-/CB-rich and wild-type ovaries. **(H, I)** Normalized total piRNA reads over total small RNAs (H) or total siRNAs (I).

In *Drosophila*, RNA hairpin structures trimmed by the Drosha/Pasha complex are loaded onto the Dicer-1/Loqs complex to produce miRNAs if forming imperfect RNA duplexes, or the Dicer-2/R2D2 complex to produce siRNAs if forming perfect RNA duplexes (Ghildiyal & Zamore, 2009). In our analyses, miRNA reads were identified by aligning the 24-nt or shorter reads to the annotated pre-miRNA locations (Ensembl v87 genome annotations), whereas siRNA reads were identified by aligning 22-nt or shorter reads to the annotated endo-siRNA locations or aligning exactly 21-nt reads to transposons (Wen et al, 2014). The remaining 23–30-nt reads that do not align to other small RNA features were considered as piRNAs. Overall miRNA expression levels in wild-type, *tkv*^*M1*^-expressing, and *bgcn*-mutant ovaries are comparable, but those in *bam*-mutant ovaries appear to be lower (Fig S1B–F). Those miRNAs also exhibit similar size distribution with 22-nt-long miRNAs being the most abundant species in wild-type, *tkv*^*M1*^-expressing, *bam*-, and *bgcn*-mutant ovaries (Fig S1B–F). It is worth noting that 23- and 24-nt-long miRNAs are more abundant in *bgcn*-mutant ovaries than in *tkv*^*M1*^-expressing or *bam*-mutant ovaries. In the future, it will be interesting to investigate if Bam and Bgcn are involved in miRNA processing in germ cells (Fig S1E). For siRNAs, *tkv*^*M1*^-expressing and *bam*- and *bgcn*-mutant ovaries appear to have less overall siRNAs than wild-type ovaries, and 21-nt-long siRNAs are the most dominant species present in wild-type and mutant ovaries (Fig S1B–E and G). These results suggest that wild-type ovaries have higher overall expression levels of siRNAs than differentiation-defective mutant ovaries, but overall miRNAs are at comparable levels among wild-type and mutant ovaries, excluding *bam* mutants.

The 23–30-nt-long piRNA reads exhibit the known piRNA characteristics (hereafter referred to as piRNAs) with the most abundant lengths of 24–27 nt (Juliano et al, 2011; Banisch et al, 2012; Weick & Miska, 2014; Huang et al, 2017) (Fig 1E). Comprehensive details of the genomic piRNA are provided in the Supplementary Materials (Supplemental Data 1). Although the 23–30-nt-long RNA reads mapped to TEs are more abundant than those mapped to unique genomic locations, the size distribution of piRNAs in wild-type and mutant ovaries is quite similar (Fig 1F and G) (Brennecke et al, 2007). In addition, these 23–30-nt-long RNAs are biased toward a U nucleotide at their first position (Fig 1H). One caveat of this study is that we did not perform a Piwi/Aub/Ago3 pull-down or a detection of 2′-O-methylation at the 3′ end to confirm the authenticity of our identified piRNAs, which we identified based on the length. Three normalization methods, to total small RNA reads, miRNA reads, or siRNA reads, yield consistent results (Figs 1I, S1H and I, and S2G). Interestingly, these *tkv*^*M1*^-expressing ovaries containing GSC-like cells have significantly more piRNAs than the wild-type ovaries, suggesting that GSCs have more piRNAs than germ cells at later developmental stages (Figs 1I, S1H, and S2G). In addition, CB-rich *bam*- and *bgcn*-mutant ovaries also express higher piRNA levels than wild-type ovaries, suggesting that early GSC progeny also have more piRNAs than germ cells at later developmental stages (Figs 1I, S1H and I, and S2G). These results, taken together, suggest that GSCs and early progeny express higher piRNA levels than further differentiated later germ cells.

Supplemental Data 1. Comma-separated value files with the counts of piRNA start sites from GSCs, SCs, mutant, and WT ovaries (each individual file includes the piRNA genomic coordinates and any overlapping genes).

**Figure S2.**
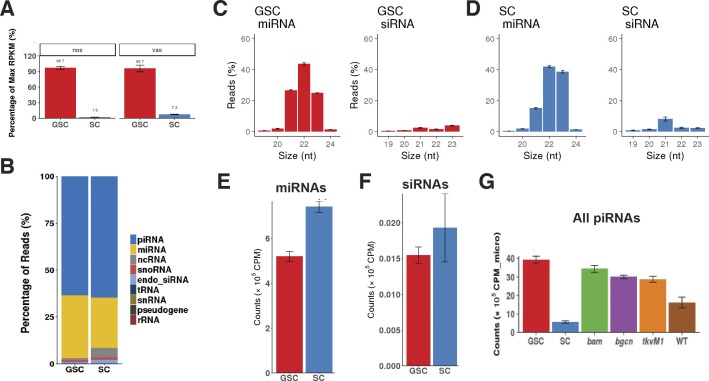
miRNAs and siRNAs in GSCs and SCs. **(A)** Purified SCs express low levels of germ cell–specific genes, *nos* and *vasa*. **(B)** The percentages of different small RNA biotypes in GSCs and SCs. **(C, D)** The size distributions of miRNAs (left) and siRNAs (right) from GSCs (C) and SCs (D). **(E, F)** Normalized miRNA (E) or siRNA (F) expression levels in GSCs and SCs. **(G)** Normalized total piRNA counts over miRNAs in GSCs and SCs compared with those in wild-type and mutant ovaries.

### Cultured GSCs express significantly more piRNAs than somatic support cells (SCs)

Because these *tkv*^*M1*^*-*overexpressing and *bam*-*/bgcn*-mutant ovaries also contain various types of somatic cells, including follicle cells, we used our cultured GSCs for the identification of small RNAs. As reported previously (Ma et al, 2017), those GSCs can be expanded in vitro, with ovarian somatic cells, to a large number for molecular analysis, and can also be induced to differentiate into cysts upon Bam expression. Because those cultured GSCs, but not co-cultured somatic cells, express *vas-GFP*, we used FACS to separate GFP-positive GSCs from the co-cultured somatic cells for sequencing mRNAs and small RNAs. Based on normalized mRNA counts (comparable expression levels of *mRps7* and *mRpL47* encoding mitochondrial ribosomal proteins), purified GFP-positive GSCs highly express germ cell–specific genes, *vasa* and *nos*, but the GFP-negative SCs also express low levels of *vasa* and *nos*, ∼2–7% of those in germ cells, indicating that there are low levels of GSC contamination in SCs (Fig S2A). In addition, those GSCs also express *put* and *tkv* (encoding type II and type I BMP receptors, respectively, for receiving BMP signal from the somatic niche) and *shg* (encoding E-cadherin for GSC interaction with somatic niche cells) like GSCs in vivo. The in vitro GSC-supporting SCs express the markers for escort cells (such as *tkv* and *fax*), cap cells (such as *shg*, *lamC*, and *dpp*) or both (such as *ptc* and *vkg*), suggesting that they resemble somatic progenitor cells, having the properties of both cap cells and escort cells (Fig 2A). In addition, we also examined the expression of various somatic and germline piRNA pathway components in GSCs and SCs. Known germline-specific piRNA components, *aub*, *ago3*, *vas*, *qin*, *rhi*, and *cuff*, are highly expressed in GSCs, whereas *krimp*, *spn-E*, *tud*, *piwi*, *vret*, *mael*, *armi*, and *Yb* are expressed in both GSCs and SCs (Fig 2B). Surprisingly, somatic piRNA component *Yb* is also expressed in GSCs, which needs further *in vivo* confirmation (Ross et al, 2014). These results indicate that piRNA pathway components are properly expressed in cultured GSCs and SCs.

**Figure 2.**
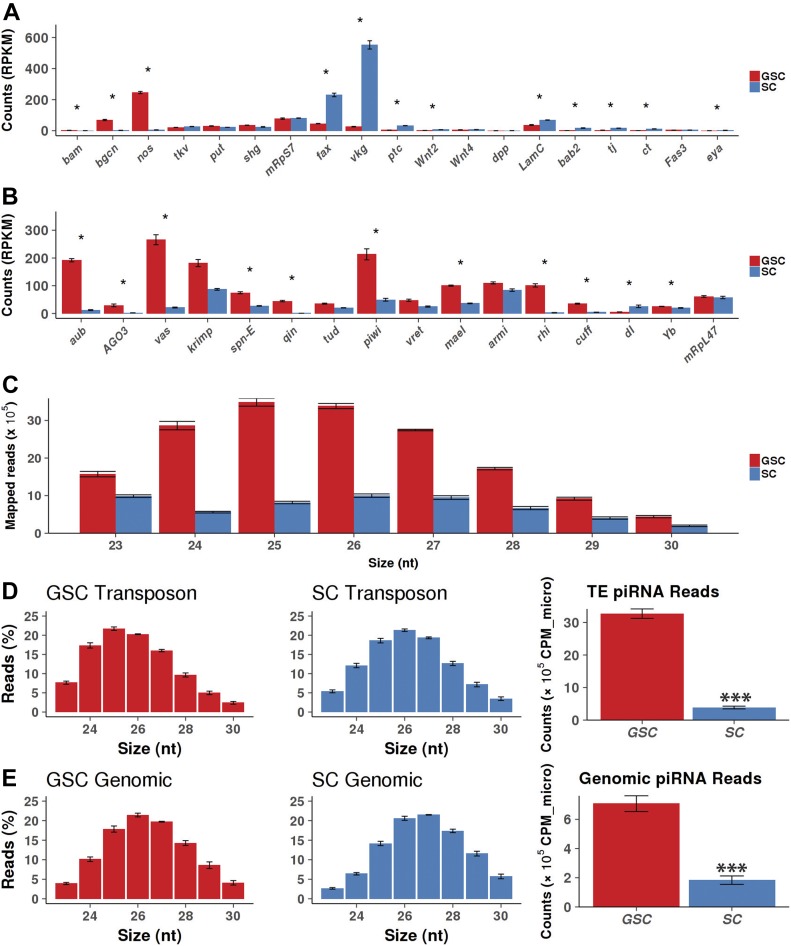
Cultured GSCs express more piRNAs than their support niche cells. Error bars represent SD. **(A)** mRNA-seq results show that in vitro cultured GSCs express known GSC markers, whereas supporting somatic cells (SCs) express known markers for cap cells and escort cells. **(B)** mRNA-seq results show that cultured GSCs and SCs express various piRNA components. **(C)** The size distribution of mapped small RNA reads from the purified cultured GSCs and SCs. **(D)** Size distribution of piRNA reads mapped to TEs in GSCs and SCs. GSCs express more TE-derived piRNAs than SCs. **(E)** Size distribution of piRNA reads mapped uniquely to genome in GSCs and SCs. GSCs express significantly more unique genomic piRNAs than SCs.

Similar to small RNAs in the ovary, more than 95% of small RNA reads from the cultured GSCs and SCs belong to piRNAs, miRNAs, and siRNAs (Fig S2B). In this set of experiments, synthetic spike-in RNA standards were added to normalize the small RNA library sizes. miRNAs in GSCs and SCs are overall shifted to smaller sizes compared than those in the ovaries of wild-type and mutants, although 22-nt-long miRNAs are still the dominant size (Fig S2C and D). In addition, GSCs have less miRNAs and siRNAs than SCs (Fig S2E and F). piRNA size distributions in GSCs and SCs are similar to those in the wild-type and mutant ovaries (Fig 2C–E). Both TE-derived and unique genome-derived piRNAs are more abundant in GSCs than in SCs, further supporting the notion that piRNAs have more important roles in germ cells than in somatic cells (Fig 2D and E). Those purified GSCs have more abundant piRNAs than the wild-type and mutant ovaries (Fig S2F). Consistently, the piRNAs in these cultured GSCs have the bias toward U at the first nucleotide. Taken together, our results suggest that GSCs and early progeny have more abundant piRNAs, and thus, might also exert tighter piRNA-mediated repression of TEs than late germ cells and SCs.

### Canonical piRNA clusters show distinct expression patterns in GSCs and SCs

Given the observed higher piRNA expression levels in GSC-/CB-enriched ovaries and cultured GSCs, we decided to investigate how changes in overall piRNA expression levels could be related to changes in individual piRNA clusters. To do this, we examined the expression levels of canonical piRNA clusters as previously defined (Brennecke et al, 2007, 2008). All the known major piRNA clusters show lower expression in the SCs than the wild-type and GSC/CB tumorous ovaries except cluster 8/*flamenco* (Fig 3). Consistent with the idea that the *flamenco* cluster is primarily transcribed in the ovarian soma, its expression is higher in the SCs than GSCs, but surprisingly, it is also expressed at moderate levels in purified GSCs, suggesting that it is not truly soma-specific (Fig 3A). Most of other canonical piRNA clusters, including 1/42AB, 2/20A, 5/38C, 6/80E-F, 9/20B, and 11/100F, are primarily expressed in GSCs (Fig 3B–J). Taken together, these results suggest that transcripts from known piRNA clusters are differentially expressed in GSCs and SCs.

**Figure 3.**
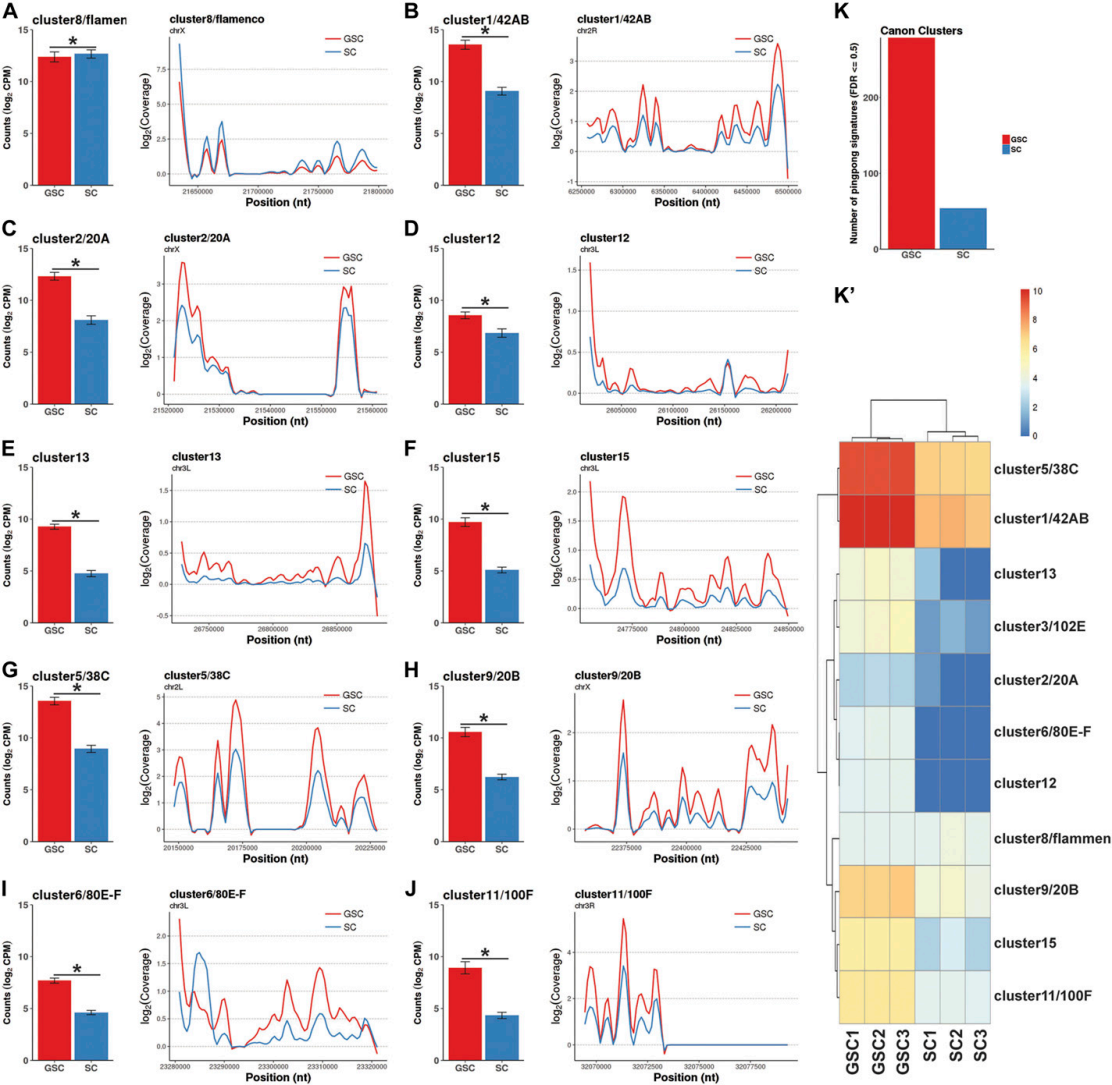
Most of canonical piRNA clusters show significantly higher expression levels in cultured GSCs than in SCs. Each panel contains a bar plot of the normalized read counts (left) and a loess-smoothed (span = 0.1, size = 1) coverage plot (right). Error bars represent 95% confidence intervals. **(A)** Cluster 8 is expressed less in GSCs than in SCs. **(B, C, D, E, F, G, H, I, J)** Clusters 1/42AB, 2/20A, 5/38C, 6/80E-F, 9/20B, 11/100F, 12, 13, and 15 are expressed significantly less in SCs than in GSCs. **(K, K′)** Numbers of ping-pong signatures for all the canonical clusters (K) and heat map for ping-pong signatures of individual clusters (K′) in GSCs and SCs.

In germ cells, piRNAs can be amplified, and TEs can be effectively silenced through the “ping-pong” cycle (Brennecke et al, 2007; Gunawardane et al, 2007). We used a recently developed software package to scan for potential piRNA-derived ping-pong signals across the genome (Uhrig & Klein, 2018). For all the canonical piRNA clusters, the overall number of ping-pong signatures is high in GSCs, and is extremely low in SCs, potentially due to low-level GSC contamination, indicating that the ping-pong amplification cycle is only active in GSCs (Fig 3K). Among them, cluster5/38C and cluster1/42AB show the highest ping-pong signatures in GSCs, whereas the cluster2/20A exhibits the lowest ping-pong signature in GSCs (Fig 3K’). These results further support the notion that the ping-pong amplification pathway is active in GSCs but not in SCs.

### Identification of new piRNA clusters in GSCs and SCs

Although known piRNA clusters contribute to a global increase of piRNAs in GSCs and CBs, we wanted to investigate if other previously un-annotated clusters also contribute to this up-regulation. To this end, we developed a sliding window algorithm that scanned the genome for regions that were at least 2,000 nt in size, more than 1,000 nt away from neighboring clusters, and that exhibited high densities of unique piRNAs. 

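Small RNAs were sequenced from 6 groups: wild-type ovaries, *tkv* M1-expressing ovaries, *bam*-mutant ovaries, *bgcn*-mutant ovaries, cultured GSCs, and the SCs grown with them. Each group had 3 libraries, 18 in all, and the 3 libraries of each ovary group were also sequenced in a second run, which gave 30 runs. The authors deposited the outcome of the scan as 1 list of regions for the whole study, each region with a chromosome, a start, and an end in the dm6 genome. The list gives no read count, strand, or expression value, so by itself it does not give the depth behind a region or the groups that a region comes from. The counts of piRNA start sites per group in Supplemental Data 1 are held here in part and were not used. In the paper's methods, reads were first mapped to TE sequences, and only the reads left unmapped were placed on the genome, where multi-mapped reads were kept for the discovery of clusters and discarded afterwards. Regions with at least 3 unique piRNA reads per kb were retained. The order of the mapping steps and the use of multi-mapped reads both bear on where a region in repeated sequence begins and ends. The paper's text does not name the libraries that were scanned together. From the list, overlaps were counted from 1 shared bp, with the reference sequence of the same assembly and the genes of Ensembl release 115, a later release than the paper's. TE insertions that this annotation lists beside genes were left out of the gene set. Chance levels were obtained by a two-sided permutation test, in which the list was rotated by a random offset along each chromosome 100000 times, so that the widths and the spacing of the regions were kept.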

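The canonical sheet of Table S1 gives 11 canonical piRNA clusters, and each of them overlapped with at least 1 region of the deposited list. Other published clusters were not used here. The rotated lists overlapped with 9.07 of the 11 on average, and 9.25% of them overlapped with all 11 (permutation test, p = 0.19). Since 11 is the most that the count can reach, it could not separate the list from lists rotated in this way. The share of bases separated the deposited list from the rotated ones. Regions of the list covered 88.0% of the canonical cluster length, compared with 31.8% on average after rotation (permutation test, p = 4e-05). When at least 50% of a canonical cluster had to be covered, all 11 still passed, against 2.81 on average after rotation (permutation test, p = 6e-05). Cluster9/20B (chromosome X, 22357558 to 22442227) and cluster11/100F (chromosome 3R, 32069447 to 32079308) each lay entirely within a single region. Cluster1/42AB (chromosome 2R, 6256844 to 6499214) was met by 9 regions that covered 88.6% of it, and cluster8/*flamenco* (chromosome X, 21634639 to 21798823) by 8 regions that covered 86.4%. The lowest coverage was that of cluster5/38C (chromosome 2L, 20148259 to 20227581), at 63.4%, and of cluster2/20A (chromosome X, 21521148 to 21560880), at 66.4%. The canonical cluster on chromosome 4 (1254747 to 1344594) was covered by 81.7%, close to the 73.4% that was the median of the rotated lists on this short chromosome. Up to 250 kb of sequence on each side of the 11 clusters was covered by 62.3% on average. From the overlap with earlier clusters, the paper reasons that its algorithm is effective.

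**Figure D1:**
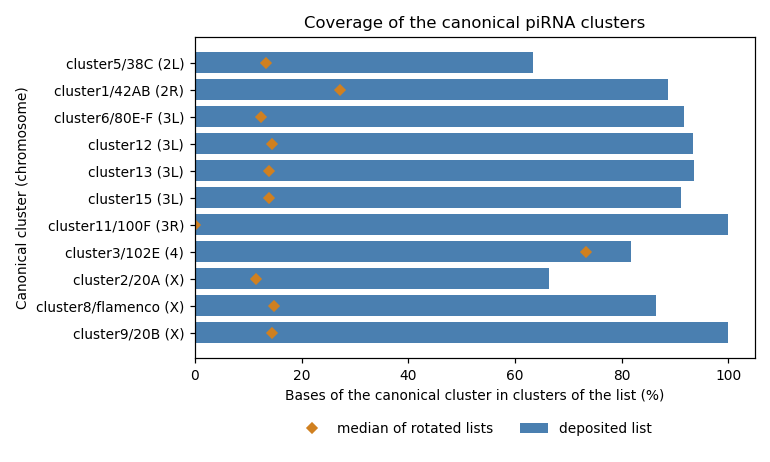
Percentage of the bases of each of the 11 canonical clusters (y axis, with the chromosome) that lie in regions of the deposited list (bars, x axis in percent), and the median of that percentage over 100000 rotated lists (diamonds). The bars run from 63.4% to 100%, and the diamond lies below its bar for all 11 clusters, but 10 of these are not distinguishable from rotated lists on their own (permutation test, p = 0.072 to 0.71), and cluster9/20B alone is under 0.05 (permutation test, p = 0.024, not adjusted for the 11 clusters). Rotation keeps densely covered stretches whole, so the p of a single cluster also depends on how much of its chromosome such stretches take up.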

Our method successfully identified piRNA clusters that overlapped with more than 97% of the previously identified clusters, validating the effectiveness of our new algorithm (Brennecke et al, 2007; Malone et al, 2009). We also provide herein detailed information about the genomic coordinates of all piRNA clusters identified and their overlaps with previous datasets (Table S1). 

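The copy of this table used here holds 1999 rows of the sheet of new clusters, which has 3356 rows in full. In all 1999 rows, the chromosome, start, and end were those of the deposited list. For each of the 11 canonical clusters, the regions found to overlap with it were those that the table names. The 4 new clusters that the paper shows one by one (Fig 4C–F) lie in regions of dm6 where the annotation places no gene. The list's cluster_1017 runs from 22419992 to 22463080 on chromosome 2L, and 99.4% of its 43089 nt are repeat-masked in the reference. The list's cluster_1069, closer to the centromeric end of the same arm, runs from 23368209 to 23387275 and is 46.0% repeat-masked. On chromosome 2R, cluster_1077 runs from 56536 to 165549, with 33.3% of its bases repeat-masked, although 76.7% of its 25-mers occur more than once in the assembled chromosomes. The narrowest of the 4 is cluster_3838, with 5315 nt from 4109523 to 4114837 on chromosome 3R, of which 45.4% are repeat-masked. The share of 25-mers that occur more than once was 97.0% for cluster_1017, 70.3% for cluster_1069, and 29.4% for cluster_3838. The widest region of the whole list is cluster_6502 on chromosome X, from 21899878 to 22219259, where 15 genes together take up 4.11% of the bases. After it come cluster_3813 (3R, 3135917 to 3355282), cluster_3821 (3R, 3501955 to 3698416), cluster_1283 (2R, 3701513 to 3883793), and cluster_3528 (3L, 24924890 to 25082224). Among these, gene bodies took up 72.6% of cluster_3813 and 45.8% of cluster_3821, whereas cluster_1283 overlapped with no gene.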

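On the assembled arms 2L, 2R, 3L, 3R, and X, 82.5% ± 4.85 (SD, n = 5 arms) of the bases within 2 Mb of the centromeric end lay in clusters of the deposited list. Outside the windows at both ends, the share was 22.9% ± 7.51 (SD, n = 5 arms). It was higher near the centromere in 5 of 5 arms (two-sided exact sign-flip test, p = 0.0625, the smallest p that 5 arms allow). Taken singly, 2L and X differed from rotated lists (permutation test, p = 0.043 and 0.001, not adjusted for the 5 arms). The arms 2R, 3L, and 3R were not distinguishable from rotated lists on their own (permutation test, p = 0.36, 0.26, and 0.2). Coverage near the centromere was 84.5%, 86.9%, and 86.4% in these arms, against 76.7% in 2L and 77.8% in X. In 2R, 3L, and 3R, dense coverage ran past the 2-Mb window, as on 2R from 4000001 to 5000000 (88.6%). Rotation keeps such a stretch whole, so a rotated window can fall within it by chance. A high p for a single arm therefore cannot count against higher coverage there. Pooled over the arms, coverage near centromeres was 3.58-fold that of the rest (permutation test, p = 0.00018), and the middle 95% of the rotated lists ran from 0.468-fold to 2.08-fold. Counting cluster midpoints per Mb in place of bases moved this value most, to 1.42-fold (permutation test, p = 0.0019). Over 5000-bp tiles in which at least 95% of 25-mers occur once in the assembled chromosomes, a setting chosen after seeing the data, the fold was 3.19 (permutation test, p = 0.003). Within 2 Mb of the telomeric end, 24.6% ± 5.26 (SD, n = 5 arms) of the bases lay in clusters, which was above the rest of the arm in 3 of 5 arms (two-sided exact sign-flip test, p = 0.5625). The pooled fold near telomeres, 1.07, was within the range of the rotated lists (permutation test, p = 0.83). This rest of the arm includes sequence densely covered beyond 2 Mb from the centromeric end. Against the rest of the distal part of each arm, which is nearer to the telomere than to the centromere, with the list rotated within that part, a setting chosen after seeing the data, the fold near telomeres was 1.63 (permutation test, p = 0.00022). In that setting, the rest had 15.3% ± 3.06 (SD, n = 5 arms) of its bases in clusters, less than near the telomere in 5 of 5 arms. Repeat-masked sequence made up 27.1% of cluster bases on the 6 standard chromosomes and 17.4% of the other bases, a ratio of 1.56 (permutation test, p = 2e-05, the smallest p that 100000 rotations allow).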

Interestingly, these newly identified piRNA clusters are distributed throughout the genome but show some bias toward heterochromatic regions such as telomeres and centromeres (Fig S3). Our algorithm has successfully identified 3,365 potential new piRNA clusters, 2,829 of which show relatively high expression levels in wild-type ovaries, mutant tumorous ovaries, GSCs, and SCs (Fig 4A). 

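The deposited list held 3356 regions, which together covered 40445381 of the 137567484 nt of the assembled chromosomes, or 29.4%. Of these regions, 3183 were on the standard chromosomes 2L, 2R, 3L, 3R, 4, and X, 172 were on the Y chromosome, and 1 was on the mitochondrial genome. The list also contained regions at the canonical clusters, since 46 regions overlapped with a canonical cluster, 40 of them with at least 50% of their own bases, and 3310 did not. A minimum width moved the number most: 2051 regions were at least 5000 nt wide, and 1088 were at least 10000 nt wide. The expression of these regions in the ovaries, GSCs, and SCs was not analysed here.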

Among the newly identified clusters, 18, 28, 10, and 331 new piRNA clusters are uniquely expressed in wild-type ovaries, mutant tumorous ovaries, GSCs, and SCs, respectively (Fig 4A’). Of the newly identified piRNA clusters, 81 are up-regulated, whereas 58 are down-regulated, in the ovaries carrying only GSC-/CB-like cells compared with the wild-type ovaries (false discovery rate [FDR] ≤ 0.05 and fold-change ≥ 2) (Fig 4). This proportion of up-regulated clusters versus down-regulated clusters is similar to the ratio encountered for the canonical clusters. 

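Gene bodies of the 18315 genes in the annotation, TE insertions left out, span 68.4% of the assembled chromosomes. In the deposited list, 425 regions overlapped with no gene, which is 12.7% of all regions. Rotated lists had 579.0 such regions on average, with the middle 95% from 531 to 629, so that regions without a gene were fewer than expected by chance (permutation test, p = 2e-05). The Y chromosome contributed 104 of these 425 regions, and 321 were on the standard chromosomes. The share without a gene was 60.5% on the Y chromosome, 15.1% on 3L, 12.2% on 2R, and between 5.08% and 8.14% on 2L, 3R, 4, and X. Using only the 13981 protein-coding genes, 493 regions had no gene, and using only exons, 809 had none. The direction depended on the width of the regions. Among the 1088 regions of at least 10000 nt, 166 overlapped with no gene, against 122.5 on average after rotation (permutation test, p = 0.032).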

Only 429 of the 3,356 new clusters are located in the regions that do not overlap with any annotated genes. Of these clusters, 195 are significantly up-regulated in GSCs relative to SCs, indicating that most of the newly identified piRNA clusters exhibit higher expression in GSCs relative to SCs (FDR ≤ 0.05 and fold-change ≥ 2). Similar to the canonical piRNA clusters, the overall number of ping-pong signatures for our newly defined piRNA clusters is much higher in GSCs than in SCs (Fig 4B). Among them, most of the new clusters with ping-pong signatures are primarily expressed in GSCs (Fig 4B’). For example, clusters 1,069, 1,077, 3,838, and 1,017 are expressed in GSCs at higher levels than in SCs (Fig 4C–F). Therefore, this study has identified more than 3,000 new piRNA clusters and shown that new piRNA clusters exhibiting more ping-pong signatures tend to have higher expression in GSCs relative to SCs.

Table S1 piRNA cluster coordinates and overlaps among the canonical piRNA clusters, our study, SRP077059, SRP103849, and SRR298712 (SRA accession numbers).

**Figure S3.**
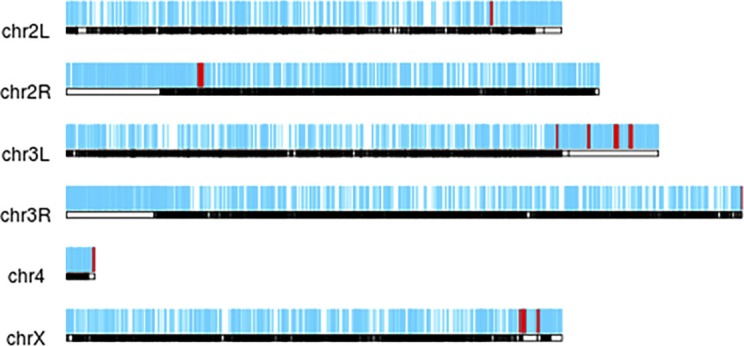
Chromosomal localization of canonical and newly identified piRNA clusters. Red and cyan lines indicate canonical and newly identified piRNA clusters, respectively.

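The share of each chromosome that lay in the deposited clusters differed between the large arms and the smallest chromosomes. Clusters covered 23.2% of 2L, 38.6% of 2R, 28.3% of 3L, 25.9% of 3R, and 21.9% of X. They covered 72.0% of chromosome 4, where they numbered 43.8 per Mb, against 21.9 per Mb on 2L and 26.8 per Mb on 2R.

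**Figure D2:**
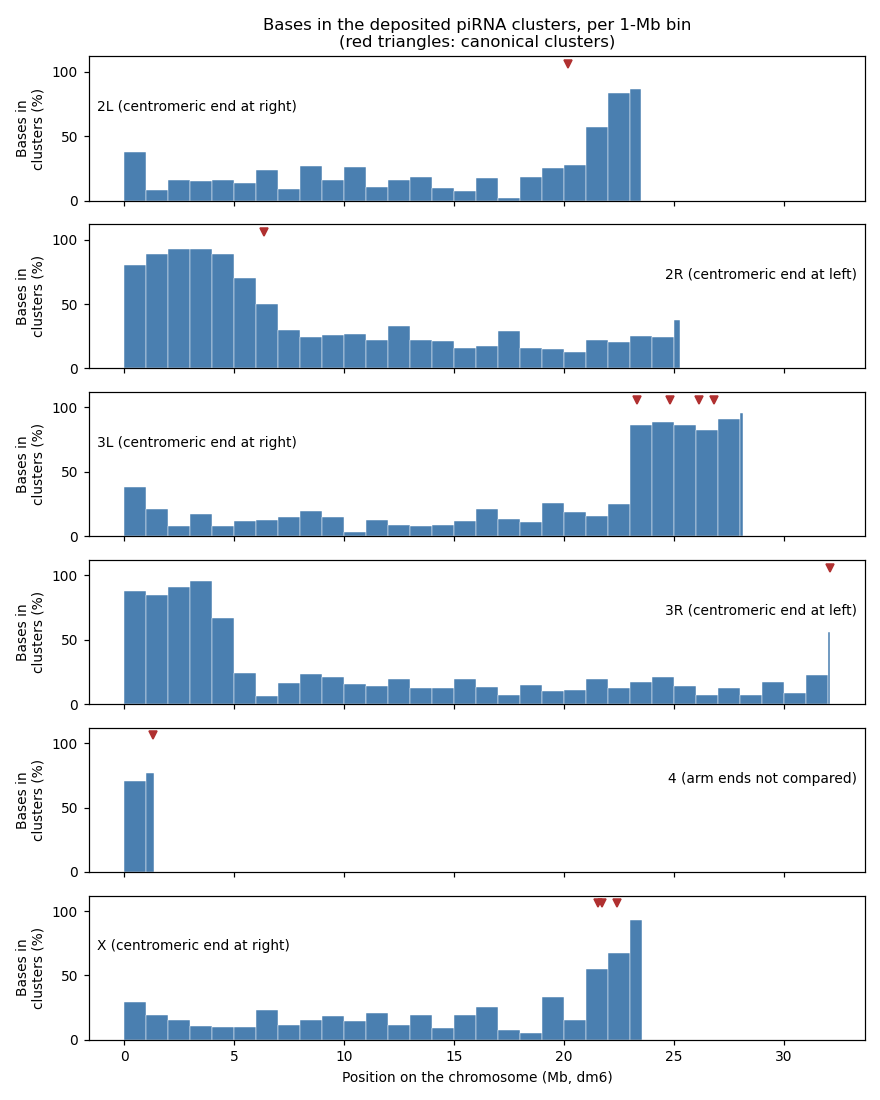
Percentage of bases in the deposited clusters (y axis) in bins of 1 Mb along each standard chromosome (x axis, position in Mb in dm6), with the midpoints of the canonical clusters as red triangles. The bins with the highest coverage lie toward the centromeric ends, as on 3R from 3000001 to 4000000, where 95.3% of the bases were in clusters.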

**Figure 4.**
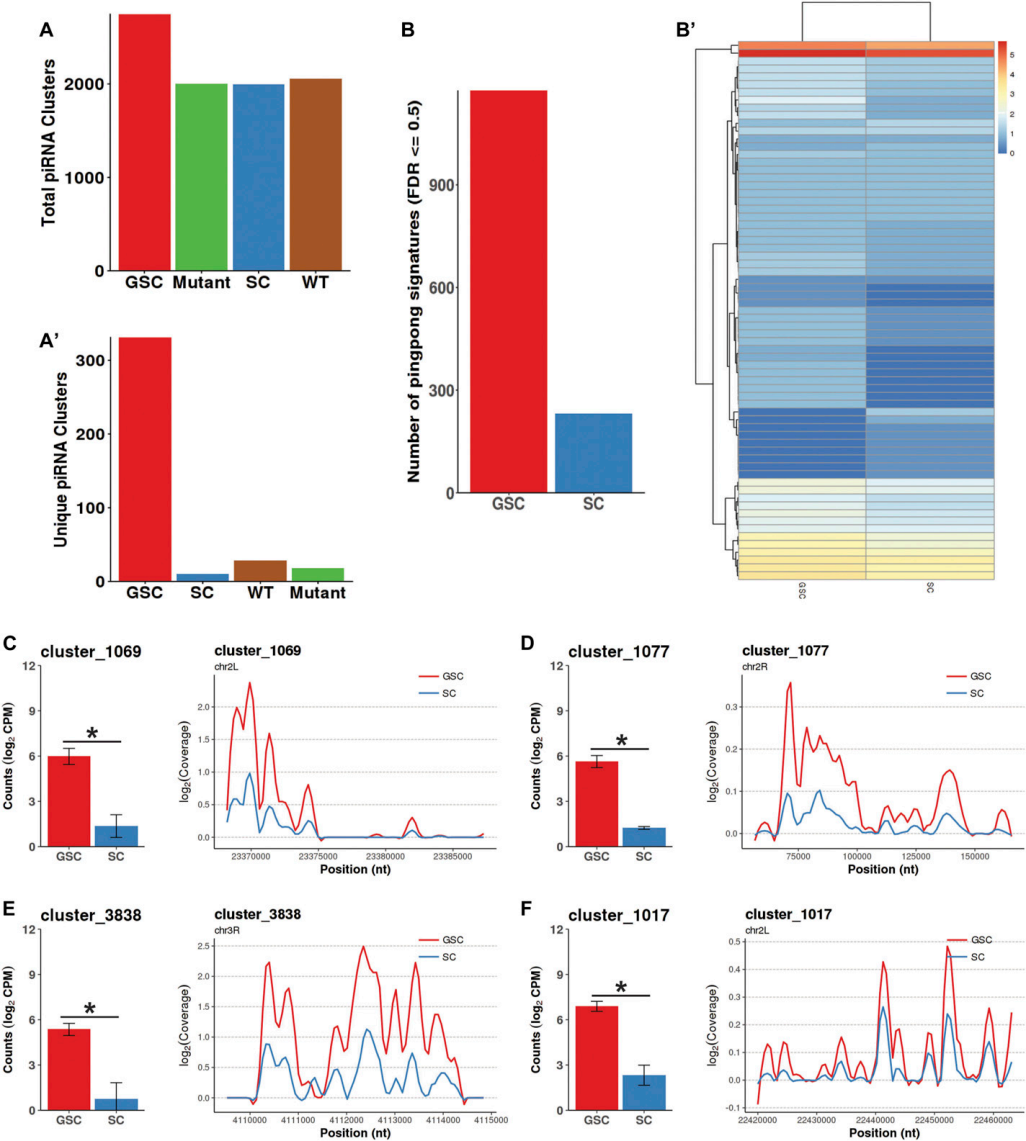
Newly identified piRNA clusters also show different expression levels in GSCs, SCs, GSC-/CB-rich, and wild-type ovaries. **(A, A′)** total (A) and uniquely (A′) expressed (average CPM > 20) new piRNA clusters identified in wild-type, tumorous ovaries, GSCs, and SCs. **(B, B′)** The numbers of ping-pong signatures found consistently in across all replicates for new clusters (B) and a heat map of the counts of ping-pong signatures found in new clusters per sample (B′) for GSCs and SCs (FDR ≤ 0.5). **(C, D, E, F)** Each panel contains a bar plot of the normalized read counts (left) and a loess-smoothed (span = 0.1, size = 1) coverage plot (right). Error bars represent 95% confidence intervals. Clusters 1,069, 1,077, 3,838, and 1,017 show lower expression in SCs than in GSCs.

### TE transcripts appear to be more abundantly expressed in GSCs/CBs than late germ cells

Because the major function of piRNAs is to repress TEs in the cell, we then investigated if GSCs/CBs have less TE transcripts than late stages of germ cells by sequencing mRNAs from GSC/CB tumorous ovaries, wild-type ovaries, cultured GSCs, and SCs. Surprisingly, the GSC/CB tumorous ovaries exhibit significantly higher levels of all TE transcripts compared with wild-type ovaries (Fig 5A). Among the mutant ovaries, the *bgcn*-mutant ovaries show less up-regulation of TE transcripts than the *bam*-mutant and *tkv*^*M1*^-overexpressing ones (Fig 5A). We then further investigated if higher TE transcript levels in GSCs/CBs can be attributed to particular TEs by examining the expression of individual TE elements in the wild-type and mutant ovaries. The results from the heat map show that all the known germline-enriched TEs are dramatically up-regulated in the mutant ovaries compared with those in the control, and similarly sense piRNAs produced by these TEs are also up-regulated, suggesting that higher piRNA expression levels in GSCs and CBs are due to high TE expression levels (Fig 5B and B’). In addition, the TEs known to be expressed in both germline and soma, as well as their corresponding piRNA levels, are also drastically up-regulated in the mutant ovaries (Fig 5B and B’). Surprisingly, the previously defined soma-specific TEs are also up-regulated in the mutant ovaries, as are their corresponding piRNA expression levels (Fig 5B and B’). These results indicate that higher piRNA expression levels in GSCs and CBs are likely a consequence of higher TE expression levels, but not related to an increase in TE repression.

**Figure 5.**
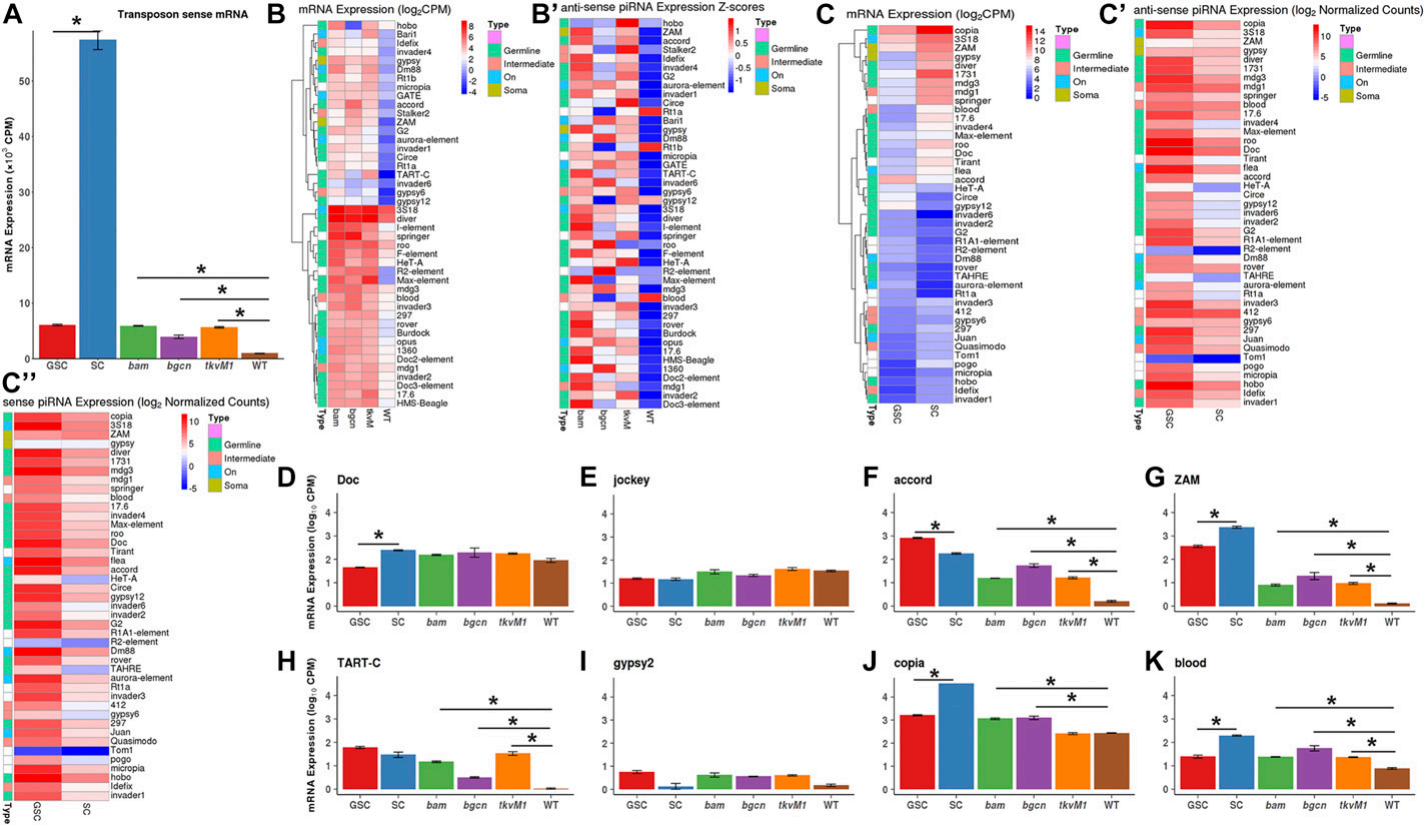
TE expression levels in GSCs and SCs compared with mutant and wild-type ovaries. Error bars represent the standard error of the mean. **(A)** Relative TE expression levels in GSCs, SCs, GSC-/CB-rich, and wild-type ovaries. **(B, B′)** Comparison of TE transcript (B) and antisense piRNA (B′) expression levels among GSC-rich, CB-rich, and wild-type ovaries. **(C, C′, C″)** Comparison of TE transcript (C), antisense piRNA (C′), and sense piRNA (C″) expression levels between GSCs and SCs. **(D, E, F, G, H, I, J, K)** Comparison of the expression levels of TEs, *Doc* (D), *jockey* (E), *accord* (F), *ZAM* (G), *TART-C* (H), *gypsy-2* (I), *copia* (J), and *blood* (K) in GSCs, SCs, GSC-/CB-rich and wild-type ovaries.

Then, we examined the mRNA expression levels of TEs and piRNAs in cultured GSCs and SCs. Overall, cultured GSCs also express significantly higher TE transcripts than the wild-type ovaries, whereas SCs express even higher levels of TEs than GSCs (Fig 5A). The elevated levels of TE transcript in SCs can mostly be attributed to nine elements, including *ZAM*, *gypsy*, *copia*, *diver*, *1731*, *mdg3*, and *mdg1* (Fig 5C). In contrast, *copia*, *3S18*, *ZAM*, *accord*, and *gypsy12* are the most abundantly expressed TEs in cultured GSCs (Fig 5C). Finally, piRNA expression levels of both sense and antisense piRNAs for individual TEs are not correlated with their corresponding mRNA expression in either GSCs or SCs (Fig 5C and C”). Interestingly, the known soma-specific TEs, *gypsy* and *ZAM,* are also expressed in GSCs in addition to being highly expressed in SCs, whereas the known germline-specific TEs, including *accord*, *Doc*, *TART-C*, and *copia*, are also expressed in SCs in addition to germ cells (Fig 5D–K). It is likely that *Doc*, *jockey*, and *copia* are expressed at comparable levels in germ cells of different developmental stages, whereas *TART-C*, *gypsy-2*, *accord*, *ZAM*, and *blood* are expressed at higher levels in GSCs and early progeny than germ cells of advanced differentiated stages (Fig 5D–K). Along with earlier observations, these results show that GSCs/CBs have higher TE transcripts and piRNA levels than late stage germ cells.

### piRNAs derived from 3′ UTRs might be involved in the regulation of SC- and GSC-specific gene expression

It has been previously reported that piRNAs can be produced from 3′ UTRs of protein-coding mRNAs, such as *traffic jam* (*tj*) (Robine et al, 2009; Saito et al, 2009). Interestingly, 454 gene transcripts can produce piRNAs from their 3′ UTRs in GSCs and SCs: 261, 169, and 24 gene transcripts produce sense, antisense, and both sense and antisense piRNAs, respectively (Fig 6A–F’). For example, *CG15628* and *ari-1* express 3′ UTR-derived antisense piRNAs in GSCs and SCs (Fig 6A and B), whereas *CG3812* express 3′ UTR-derived sense piRNAs in GSCs (Fig 6C). Among the 261 gene transcripts producing sense piRNAs, 75 of them show significantly higher expression levels in GSCs than in SCs (Fig 6C and Table S2). Among the 75 gene transcripts showing differential sense piRNA expression between GSCs and SCs, 39 of them have transposon fragments in their 3′ UTRs, and the other 36 do not (Fig 6G). Interestingly, for the gene transcripts producing antisense piRNAs, 109 of them exhibit differential piRNA expression between GSCs and SCs: 108 of them show higher piRNA expression levels in GSCs, whereas only a single gene exhibits higher piRNA expression levels in SCs (Fig 6A and B and Table S3). Among the 109 gene transcripts showing differential antisense piRNA expression between GSCs and SCs, 63 of them have transposon fragments in their 3′ UTRs, and the remaining 46 do not (Fig 6G). For the gene transcripts producing both sense and antisense piRNAs, 12 of them show significantly higher piRNA expression levels in GSCs than in SCs (Fig 6D–F’). These results show that piRNA production from 3′ UTRs is regulated in a cell type–dependent manner.

Table S2 Sense piRNA differential expression in 3′ UTRs between GSCs and SCs.

Table S3 Antisense piRNA differential expression in 3′ UTRs between GSCs and SCs.

**Figure 6.**
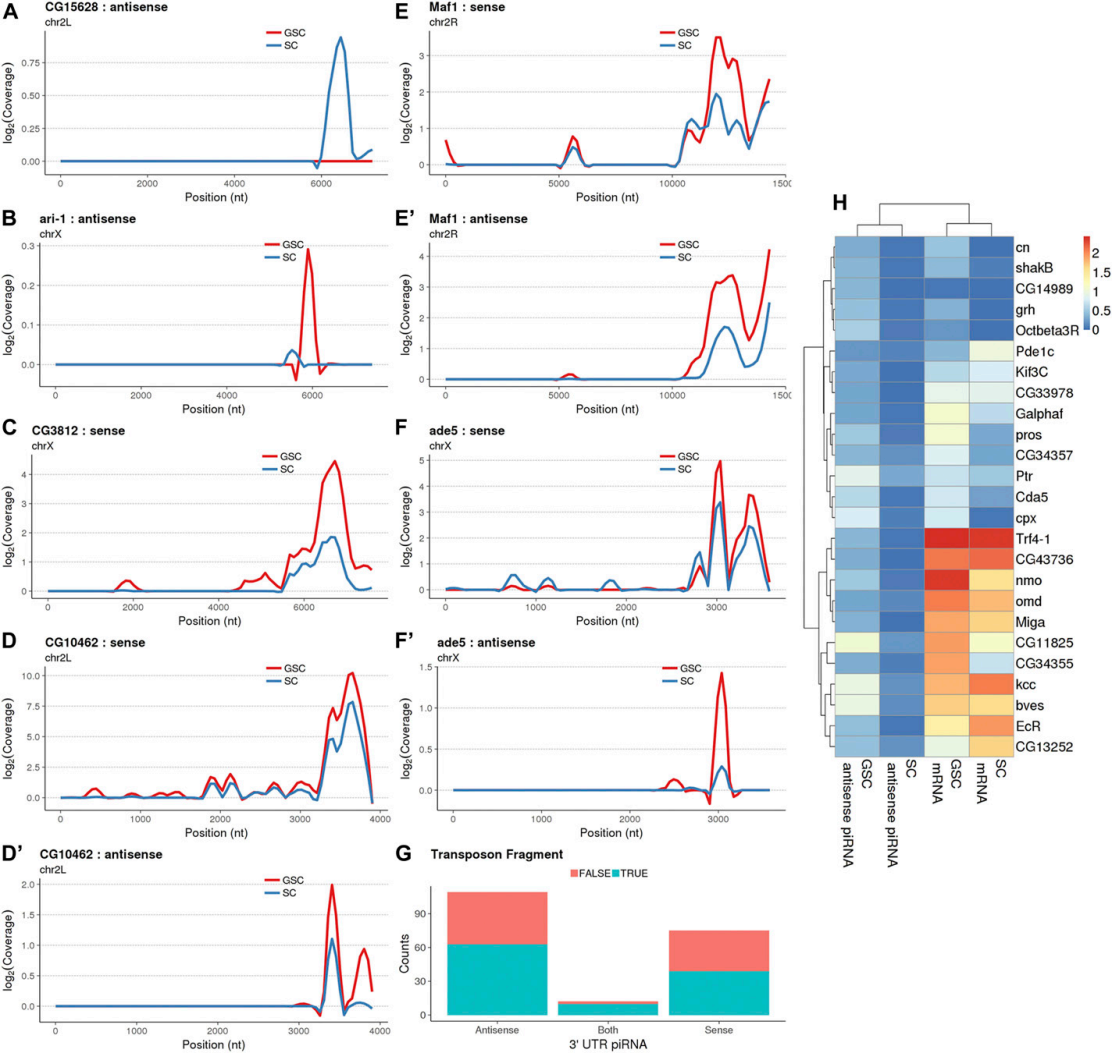
3′ UTR-derived sense and antisense piRNAs in GSCs and SCs. **(A, B)** Loess-smoothed (span = 0.1, size = 2) coverage plots for 3′ UTR-derived antisense piRNAs from *CG15628* (A) and *ari-1* (B). **(C)** Coverage plot for 3′ UTR-derived sense piRNAs from *CG3812*. **(D, D′, E, E′, F, F′)** Both 3′ UTR-derived sense and antisense piRNAs from *CG10462*, *Maf1*, *and ade5* are higher in GSCs than in SCs. **(G)** Distribution of transposon fragments located in the 3′ UTRs of genes exhibiting significant 3′ UTR-derived antisense, from both strands, or sense piRNAs. **(H)** Comparison of expression levels of 3′ UTR-derived antisense piRNAs and their corresponding mRNAs in GSCs and SCs.

Next, we examined if there was any correlation between piRNA and mRNA levels in GSCs and SCs. For the gene transcripts producing only antisense piRNAs, 32 of them show differential mRNA expression between GSCs and SCs (Fig 6H and Table S4). Interestingly, 9 and 23 genes show the expression changes in the same direction or the opposite direction for piRNAs and mRNAs, respectively (Tables S3 and S4). For the gene transcripts producing only sense piRNAs, 18 of them exhibit differential expression between GSCs and SCs: 10 and 8 show the expression changes in the same direction or the opposite direction for piRNAs and mRNAs, respectively (Fig 6H and Tables S2 and S4). These results suggest that the differential piRNA production via 3′ UTRs might regulate germline- or soma-specific gene expression via complex mechanisms.

Table S4 Sense mRNA differential expression between GSCs and SCs.

### Alternative promoter usage and mRNA splicing are two mechanisms for modulating the production of different protein isoforms in GSCs and SCs

Although microarray-based gene profiling for purified GSCs has been performed (Kai et al, 2005), RNA-seq has not been previously performed on purified GSCs. Our RNA sequencing results have further reaffirmed the results of previous gene expression studies (based on gene ontology [GO] term enrichment analysis for the genes expressed in GSCs). Here, we compared gene expression differences between the cultured GSCs and SCs. Interestingly, SC-enriched genes are often involved in the regulation of cell–cell adhesion, extracellular matrix and cell–cell communications, further underscoring the importance of somatic cells supporting the development of GSCs and progeny (Fig S4A). In contrast, GSC-enriched genes include the genes important for signal reception, RNA regulation, and chromosomal organization, further supporting the notion that the development of GSCs and their progeny is dependent on both signals from SCs as well as transcriptional and posttranscriptional regulation (Fig S4B). The enrichment of the P granules, pole plasm, and ribonucleoprotein GO terms supports this conclusion as they are related to the regulation of RNA stability and translation.

**Figure S4.**
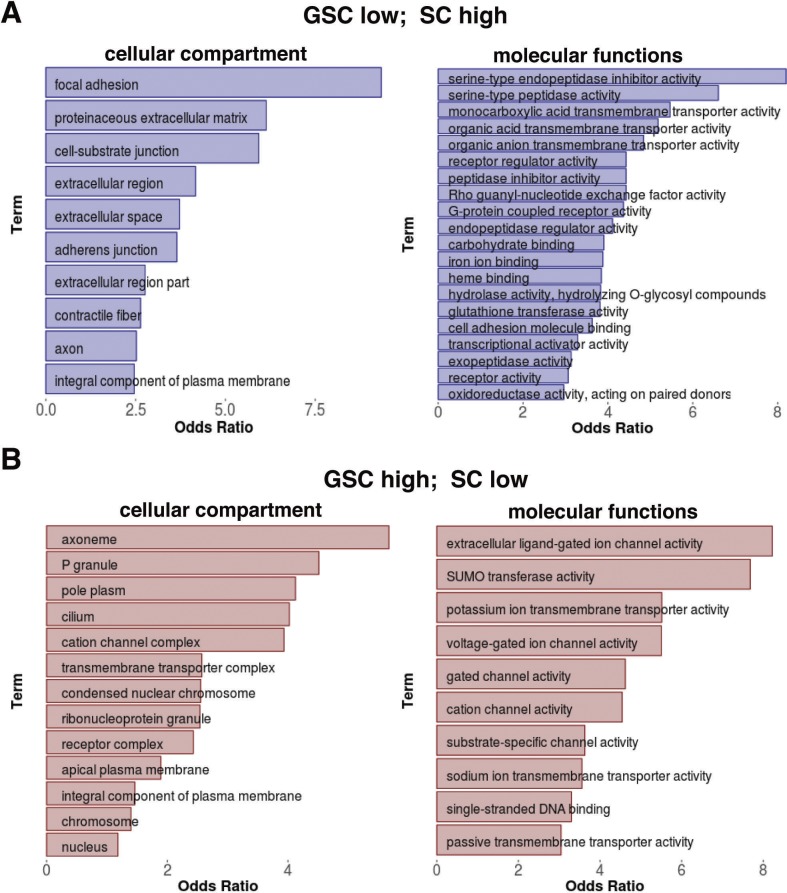
GO term enrichment analysis for differentially expressed genes in GSCs/SCs. **(A)** Cellular compartment and molecular function GO terms significantly enriched in the genes that are down-regulated in GSCs relative to SCs. **(B)** Cellular compartment and molecular function GO terms significantly enriched in the genes that are up-regulated in GSCs relative to SCs.

Among the genes expressed in both GSCs and SCs, 102 genes use alternative promoters to produce the different transcripts with distinct 5′ ends in their mRNAs in GSCs and SCs, which can result in different 5′ UTRs and/or protein N termini (Table S5). For example, *tkv* and *nuf* use different promoters in GSCs and SCs to generate mRNAs with distinct 5′ ends, producing proteins with longer N termini in GSCs than in SCs (Fig 7A and B). Based on pMad and *Dad-lacZ* reporter, BMP signaling is only active in GSCs and newly formed CBs, but not in somatic niche cells, which also express all BMP receptors and downstream components. Excitingly, our results here show that GSCs and SCs express different *tkv* isoforms: the Tkv expressed by GSCs contains a signal peptide, whereas the Tkv expressed in SCs lacks most of it. The signal peptide is known to be important for proper transmembrane receptor presentation on the cytoplasmic membrane. The different Tkv isoforms in GSCs and SCs could offer an explanation as to why only GSCs, but not SCs, are responsive to the niche-derived BMP signal. Our results suggest that alternative promoter usage in GSCs and SCs could function as a mechanism for regulating gene expression.

Table S5 Significant mRNA alternative splicing events between GSCs and SCs.

**Figure 7.**
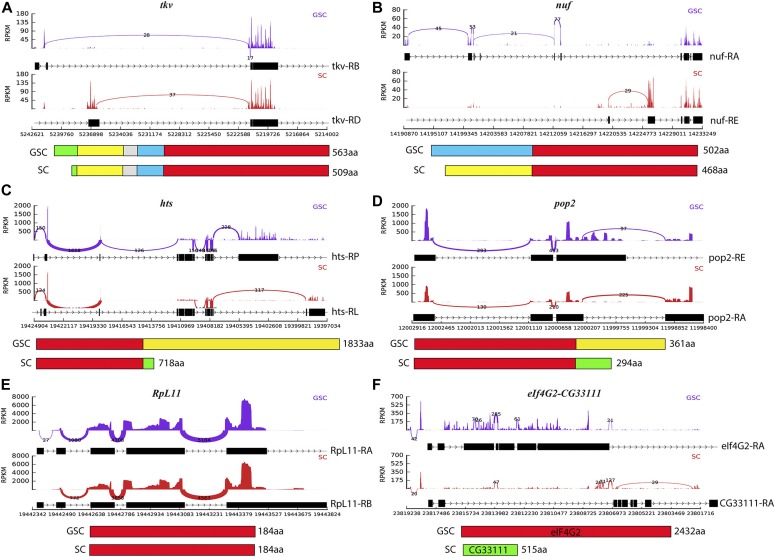
Differential promoter usage and alternative splicing between GSCs and SCs. In each panel, the top Sashimi plots visualize coverage and junction spanning reads derived from the mRNA sequencing of GSCs and SCs, whereas the bottom parts are diagrams of protein structures. **(A, B)** Alternative promoter usage for *tkv* (A) and *nuf* (B) genes produces proteins with distinct N termini in GSCs and SCs. **(C, D)** Alternative splicing for *hts* (C) and *pop2* (D) at the 3′ end generates proteins with distinct C-termini in GSCs and SCs. **(E)** Alternative splicing for *RpL11* results in mRNAs with the same protein-coding capacity but with different 3′ UTRs in GSCs and SCs. **(F)** Alternative splicing results in mRNAs coding for completely different proteins, eIF4G2 and CG33111, in GSCs and SCs.

Alternative splicing can also result in the generation of multiple isoforms from a single gene locus with different coding sequences or mRNAs with different 3′ UTRs (allowing for the control of gene expression). Our results show that approximately 634 genes exhibit different splicing patterns in GSCs and SCs (Table S5). Interestingly, GSCs sometimes produce mRNAs encoding longer protein isoforms than SCs. For example, *hts* and *pop2* generate proteins with longer C termini in GSCs than in SCs via alternative splicing (Fig 7C and D). The SC-expressed 718-aa-long Hts is known to be localized on the follicle cell membrane, whereas the GSC-expressed Hts with a long C terminus has been shown to be cleaved into different parts and is localized to fusomes and ring canals in germ cells (Whittaker et al, 1999) (Fig 7C). Pop2 has recently been shown to be important for GSC maintenance and lineage differentiation by functioning as a component in the deadenylase CCR4–NOT complex (Fu et al, 2015; Newton et al, 2015). The GSC-specific Pop2 isoform has a longer C terminus than SC-expressing one (Fig 7D). For *RpL11*, the SC-expressing mRNA has a longer 3′ UTR than the GSC-expressing one, but they include the same coding sequence (Fig 7E). *eIF4G2* and *CG33111* share the first two exons but encode completely different proteins. Because of alternative splicing, only GSCs express the eIF4G2 protein, whereas SCs express the CG33111 protein (Fig 7F). eIF4G2 has been shown to be important for spermatogenesis via translational regulation (Baker & Fuller, 2007; Ghosh & Lasko, 2015). Therefore, alternative splicing functions as a mechanism to modulate both gene function and regulation in the *Drosophila* ovary, especially in regards to GSCs and niche cells.

## Discussion

piRNAs have recently been subjected to extensive studies in the *Drosophila* ovary for their roles in repressing TEs in germ cells and somatic cells (Khurana & Theurkauf, 2010; Juliano et al, 2011; Banisch et al, 2012; Handler et al, 2013; Weick & Miska, 2014; Huang et al, 2017; Yamashiro & Siomi, 2018). Although piRNA pathway components have been shown to be critical for GSC maintenance (Ma et al, 2014, 2017), piRNA expression in GSCs has never been compared with other stages of germ or niche cells. In this study, our results have shown that GSCs and their early progeny express higher levels of piRNAs while simultaneously exhibiting higher levels of TE transcripts than germ cells of later stages. In addition, we developed a new algorithm to identify piRNA clusters. Furthermore, we revealed that GSCs and SCs express different levels of 3′ UTR-derived piRNAs. Finally, we have also shown that GSCs and SCs use alternative promoters and splicing modulation to control differential gene expression (DGE). Therefore, our results suggest that GSCs and their early progeny regulate piRNA production and/or function differently from late differentiated germ cells as well as somatic niche cells. The datasets generated by this study are a valuable resource for further investigation of piRNA function, TE repression, and DGE in GSCs, early progeny, and somatic niche cells.

### GSCs and their progeny express both higher levels of piRNAs and TE transcripts than late germ cells in the Drosophila ovary

In this study, we sequenced small RNAs from wild-type ovaries, GSC-/CB-rich ovaries and cultured GSCs and niche cells. As expected, most of the abundant piRNAs come from the previously defined canonical clusters. Interestingly, most canonical clusters are up-regulated in GSCs and early progeny in comparison with late germ cells in the *Drosophila* ovary, including *flamenco*. Although *flamenco* has been previously defined as a somatic cell–specific cluster, our results also show that it is also expressed at moderate levels in GSCs and perhaps even in early progeny. Our new algorithm has successfully identified the canonical piRNA clusters and 3,356 new piRNA clusters. Similarly, most of the newly identified piRNA clusters exhibit significantly up-regulated expression in GSCs and early progeny compared with late germ cells. In addition, although most of them are expressed in cultured niche cells and GSCs, some of them are only restricted to germ cells or somatic cells. Based on the important role of piRNAs in repressing TEs, we might expect that GSCs and early progenitor cells would have lower levels of TE transcripts than late germ cells. Surprisingly, GSCs and early progeny have higher levels of TE transcripts than late germ cells. One plausible explanation is that GSCs and CBs have a more open chromatin than late germ cells, which results in elevated TE expression and consequently increased piRNA production. Overall, our results establish an interesting baseline for future studies into piRNA dynamics in GSCs and reveal a distinct pattern of piRNA and corresponding TE levels that has not been previously described.

This study has also identified piRNAs derived from 3′ UTRs in both GSCs and SCs. Like transposon-derived piRNAs, 3′ UTR-derived piRNAs can come from sense, antisense, or both strands. Unlike the previous model that 3′ UTR-derived piRNA production is negatively correlated with mRNA expression, our results do not show a clear trend for the relationship between 3′ UTR-derived piRNAs and mRNA levels. In addition, many 3′ UTR-derived piRNAs are differentially expressed in cultured GSCs and SCs. For the 3′ UTR generating both sense and antisense piRNAs, sense and antisense piRNAs do not always correlate in GSCs and SCs. Our results suggest that piRNA production from different 3′ UTRs are regulated differently in GSCs and SCs.

### Alternative promoter usage and splicing likely play an important role in regulating the functions of GSC/progeny and SCs

The germline segregates from the soma during early embryogenesis, and each expresses a unique set of genes that is specifically important for their corresponding lineage development. GSCs and niche cells develop from embryonic germ cells and somatic cells, respectively (Zhu & Xie, 2003; Asaoka & Lin, 2004). As expected, our RNA-seq results have identified GSC-specific and SC-specific genes that fulfill the unique functions of stem cells and niche cells. For example, the piRNA pathway genes implicated in the ping-pong piRNA amplification cycle are only expressed in GSCs, but not in SCs. In addition, we have identified the genes that are expressed in both GSCs and SCs but with different mRNA isoforms. These different isoforms can be generated from the same genes using different promoters in GSCs and SCs. Our RNA-seq results have identified many genes using different promoters in GSCs and niche cells, such as *tkv* and *nuf*. Some of these mRNAs still have the same coding region but with different 5′ UTRs, which might be important for controlling protein expression levels, whereas other mRNAs encode proteins with different N-terminal sequences, which may provide an additional level of regulation. Furthermore, we have also identified hundreds of genes that exhibit different splicing patterns in GSCs and SCs, yielding mRNAs with different 5′ UTRs, coding regions, and/or 3′ UTRs. The mRNAs with different 5′ UTRs or 3′ UTRs could exhibit changes in mRNA stability, translation, or both. The mRNAs with different coding regions could also give rise to proteins with different functions. Therefore, our RNA-seq results in GSCs and SCs provide a rich resource for other investigators to study the roles of alternative promoter usage and splicing in the regulation of stem cell development.

In summary, this study has used small RNA sequencing to survey the expression of small RNAs, including siRNAs, miRNAs, and piRNAs, in GSCs, early progeny, and SCs. In addition, we have also used mRNA sequencing to carefully examine the expression of TEs and mRNAs in GSCs, early progenitor cells, and SCs. This study has revealed that GSCs and early progeny exhibit more abundant piRNAs and TEs than late germ cells.

## Materials and Methods

### *Drosophila* strains and GSC cultures

The following *Drosophila* stocks were used in this study: *w*^*1118*^, *bam*^*Δ86*^ (McKearin & Spradling, 1990), *bgcn*^*20093*^ and *bgcn*^*20915*^ (Jin et al, 2008), *UASp-tkv*^*M1*^ (Casanueva & Ferguson, 2004), and *nos-gal4* (Van Doren et al, 1998). Flies were maintained and crossed at room temperature on standard cornmeal/molasses/agar media unless otherwise specified. For total RNA isolation, fresh ovaries were dissected in the ice cold Grace Medium.

The *vasa-GFP; hs-bam bam*^*∆86*^*/bam*^*∆86*^ GSC line was established according to the published procedures (Niki et al, 2006). The GSCs cultured in 150-mm culture dishes were dissociated in StemPro Accutase Cell Dissociation Reagent (#A11105-01; Thermo Fisher Scientific) for 5 min and collected by centrifugation at 700*g*, 4°C for 5 min. The cell pellet was resuspended in PBS, passed through a 22^1^/2 G needle five times, and filtered with 70-μm Filcon (340605; BD). GFP-positive GSCs and GFP-negative SCs were purified by sorting dissociated single cells at 20 ψ with 100 μm tip (InFlux; BD) immediately into TRIzol LS Reagent (10296028; Thermo Fisher Scientific) for total RNA isolation. Before RNA isolation, spike-in RNA standards from ExiSEQ NGS spike-in kit (800100; ExiSEQ) were added to the samples.

### Immunohistochemistry

Immunohistochemistry was performed according to our previously published procedures (Song et al, 2002). The following antibodies were used in this study: mouse monoclonal anti-Hts antibody (1:50, DSHB) and rabbit monoclonal anti-Smad3 (pS423+pS425) antibody (1:100; ab52903; Abcam). All images were taken with a Leica TCS SP5 confocal microscope.

### Small RNA sequencing and mapping

Total RNAs from *Drosophila* ovaries and purified GSCs and SCs were isolated using Trizol, and further purified by organic extraction followed by isopropanol precipitation according to the manufacturer’s manual. Small RNA-seq libraries (targeting small RNAs of ∼20 nt) were generated from 1 μg high-quality total RNA, as assessed using the Agilent 2100 Bioanalyzer. Libraries were made according to the manufacturer’s directions for the TruSeq Small RNA Sample Preparation Kit (RS-200-0012; Illumina). Resulting polyacrylamide gel size–selected libraries were checked for quality and quantity using the Bioanalyzer and Qubit Fluorometer (Life Technologies). Equal molar libraries were pooled, requantified, and sequenced as 50-bp single read on the Illumina HiSeq 2500 instrument using HiSeq Control Software 2.0.10.0, 2.0.12.0, or 2.2.58. After trimming adapters from the reads, remaining reads longer than 15 nt were mapped to the canonical *Drosophila melanogaster* TE sequences downloaded from FlyBase (http://flybase.org). The alignment was performed using Bowtie2 v2.2.0 with default parameters (Langmead & Salzberg, 2012). Unmapped reads were subsequently mapped to the dm6 genome using Bowtie v1.0.0 with the options “-v0 -k1 -m1” (Langmead et al, 2009). Multi-mapped reads were retained exclusively for the cluster discovery step. However, for downstream analysis, multi-mapped genomic reads were discarded.

The counts of aligned reads corresponding to putative piRNAs (reads with lengths between 23 and 30 nt) overlapping unique genomic features (e.g., clusters, UTRs, etc.) were computed in R using the Bioconductor package GenomicRanges (Lawrence et al, 2013). Reads were associated with different biotypes depending on where they mapped in the genome. In the analysis, miRNA reads were identified by overlapping sequencing reads that were 24 nt or shorter to the annotated pre-miRNA locations, whereas siRNA reads were identified by overlapping 22-nt or shorter reads to the annotated endo-siRNA locations, or in the case of transposons any reads that were exactly 21 nt in length (Wen et al, 2014). The remaining 23–30-nt reads that did not align to either ribosomal RNA, small nucleolar RNA, small nuclear RNA, or tRNA features were considered piRNAs.

For the small RNA bar plots of piRNAs, 3′ UTRs, and piRNA clusters, the CPM-mapped read values were normalized to the total number of mapped miRNAs, similar to previous publications (Qi et al, 2011; Hayashi et al, 2016), or for the GSC and SC samples, to the effective library size, unless otherwise stated. For the coverage plots of 3′ UTRs and piRNA clusters, a pseudo-count of one was added to the counts in the coverage plots before log-transformation and loess smoothing.

### mRNA mapping

mRNA-seq libraries were generated from 500 ng of high-quality total RNA, as assessed using the Agilent 2100 Bioanalyzer. Libraries were made according to the manufacturer’s directions for the TruSeq Stranded mRNA LT Kit (RS-122-2101; Illumina). Resulting short fragment libraries were checked for quality and quantity using the Bioanalyzer or LabChip GX (Perkin Elmer) and Qubit Fluorometer (Life Technologies). Equal molar libraries were pooled, requantified, and sequenced as 50-bp single read on the Illumina HiSeq 2500 instrument using HiSeq Control Software 2.0.10.0, 2.0.12.0, or 2.2.58. After sequencing, Illumina Primary Analysis version RTA 1.18.64 or 1.17.21.3 and Secondary Analysis version CASAVA-1.8.2 or bcl2fastq2v2.17 were run to demultiplex reads for all libraries and generate FASTQ files. Reads were also first aligned to the FlyBase canonical TE sequences. Unmapped reads were subsequently mapped to the dm6 genome (Ensembl release 87) using TopHat v2.0.9 (with options “–v 2 –a --best –strata”). Gene-level reads were generated by tabulating the number of reads that uniquely overlapped with the collapsed set of exons for each gene. For the mRNA bar plots of transposons and gene expression, the Reads Per Kilobase of transcript, per Million mapped reads (RPKM) or CPM values were computed using the total number of reads mapped to transposons and exonic regions in the genome.

### DGE analysis

Unless otherwise stated, all differentially expressed features were defined using the Bioconductor package edgeR using the generalized linear model approach. For mRNA analysis, features exhibiting a CPM greater than 10 in fewer than three samples were excluded from the analysis. The CPM cutoff for excluding features in the small RNA analysis was 20, 700, and, 1,000 for piRNA clusters, antisense 3′ UTRs, and sense 3′ UTRs, respectively. For the mutant whole ovary samples, the normalization factors of small RNA-seq reads were calculated based on miRNA counts per library to account for the high potential of global shifts in piRNA abundance between samples. The two most differentially expressed miRNA were excluded from these counts. For the GSC and SC samples, using edgeR, the normalization factors of small RNA-seq reads were calculated based on small RNA spike-ins, present in each library. In these cases, the total library size further used in generating the bar plots was the effective library size (i.e., the total number of mapped reads multiplied by normalization factors). Significantly differentially expressed features were defined as those exhibiting an absolute fold-change of at least two and a FDR of less than or equal to 0.05. The FDR was calculated using the Benjamini–Hochberg procedure (Benjamini, 1995).

### Cluster analysis

Genomic locations of canonical piRNA clusters were downloaded from previous publications (Brennecke et al, 2007; Malone et al, 2009). Genomic coordinates of each were converted to the current genome (dm6) assembly using the UCSC liftOver tool. Cluster fragments were collapsed and those separated by less than 25 kb were merged and only the largest remaining fragment was kept. Only clusters found on the standard chromosomes were used for downstream analysis. Furthermore, in the DGE analysis, only clusters that did not overlap with any known genomic features were used.

To discover novel clusters, we developed a sliding window algorithm that scanned the genome for regions that contained putative piRNAs, reads ranging in size from 23 to 35 nt. Identified regions within 250 nt of one another were merged. The resulting regions were filtered, keeping only those with at least three unique piRNA reads per kilobase. Of the remaining clusters, neighboring regions within 1,000 nt of one another were merged. 

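The regions of the deposited list were between 2002 and 319382 nt wide, and none was narrower than 2000 nt. Their median width was 6473 nt (95% bootstrap interval, 6211 to 6775 nt), with quartiles at 3713 and 12487 nt. The widest 335 regions held 43.7% of all bases in clusters. Of the 3348 gaps between neighboring regions, 66 were narrower than 1000 nt, and the smallest was 80 nt. When regions within 5000 nt of one another were merged, 2061 were left, with a median width of 7641 nt.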

Finally, only clusters greater than 2,000 nt in size were retained for analysis.

### Sequence logos

piRNA sequence logos were generated using the R package ggseqlogo. For each experiment, the starting position of reads identified as piRNA were collapsed and only unique start sites were retained. These sites were extended by 10 nt and their underlying DNA sequences were used to generate each logo.

### GO enrichment

GO Term analysis was performed using the Bioconductor GOstats package (Falcon & Gentleman, 2007). A maximum of 20 GO terms were retained for each comparison.

### Alternative splicing

Changes in exon usage were investigated using the Bioconductor DEXSeq package (Anders et al, 2012). Significant events were identified as those exhibiting an adjusted *P*-value of less than or equal to 0.01 and an absolute fold-change of greater than or equal to log2(3) when comparing GSC and SC samples. Sashimi plots were generated using rmats2sashimiplot.py (https://github.com/Xinglab/rmats2sashimiplot).

## Data Availability

All the *Drosophila* stocks are available upon request, and the GEO accession number for all the sequencing raw data is GSE119862.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

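Small RNAs had been sequenced from wild-type, *tkv* M1-expressing, *bam*-mutant, and *bgcn*-mutant ovaries, from cultured GSCs, and from the SCs grown with them, with 3 libraries in each of the 6 groups. The authors deposited 1 list of regions made from the small RNA reads, and its values are the start and end positions of each region in the dm6 genome. To make it, the authors trimmed adapters, mapped the reads to TE sequences with Bowtie2, mapped the remaining reads to the genome with Bowtie, and scanned the genome with a sliding window for regions dense in reads of piRNA length. They kept regions with at least 3 unique piRNA reads per kb, merged neighbors, and kept regions wider than 2000 nt. The paper's text does not name the libraries that were scanned together. The deposited list has no counts, expression values, or strand, and it does not give the depth per sample. The counts of piRNA start sites per group in Supplemental Data 1 are held here in part, from the start of chromosome 2L, and were not used. Statements of the paper on the expression of piRNAs, clusters, TEs, and genes, on ping-pong signatures, and on splicing were therefore not analysed here. Libraries of mRNA were mapped to their groups but not used.

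Each region was used as deposited. The sequences of the 8 assembled chromosomes, with repeats marked in lower case, and the genes of Ensembl release 115 served as the reference, on the same coordinates. The gene set left out TE insertions, since the rows of Table S1 that are held here name none among the overlapping genes. Canonical clusters were the 11 of the canonical sheet of Table S1. The centromeric end of each of the 5 large arms was the right end of 2L, 3L, and X and the left end of 2R and 3R. Coverage within 2 Mb of each end was compared with coverage outside both windows. Repeats were also measured as 25-mers that occur more than once in the assembled chromosomes, on either strand.

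Chance levels came from a two-sided permutation test that rotated the list by an independent random offset on each chromosome, 100000 times with a fixed seed, so that the smallest p it can give is 2e-05. Across the 7 tests planned, 5 had a p under 0.05, and the same number had a Benjamini-Hochberg adjusted p under 0.05. Arms were also compared as units by an exact sign-flip test. The interval of the median width came from 1000 bootstrap samples of the regions. The rotation test was checked on simulated lists: none of the 50 lists with regions placed at random was called (0 of 50), and all 50 lists with a planted 3-fold higher density near centromeres were called, with a median fold of 2.97, from 2000 rotations each. Only the pooled fold near centromeres was checked in this way. The simulated regions kept the real widths but were placed independently, without the long dense stretches of the deposited list. The check therefore does not give the error rate or the power of the test on a list with such stretches. The computations used Python 3.11.15 and NumPy 2.4.6, and the figures matplotlib 3.10.9.

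Regions named in the text were chosen before the data were examined: the 4 new clusters that the paper shows, the regions that overlap with each canonical cluster, and the 5 widest regions. The rule also named the genes in the 4 clusters of the paper, of which there were none, and the 7 genes that the paper names for 3′ UTR piRNAs. Alternatives changed 1 choice at a time: the minimum width, the overlap required, the window at the arm ends, the gene set, the chance model, and each arm left out in turn. Others were chosen after seeing the data: TE insertions counted as genes, the tiles of unique sequence, the merging of regions within 1000 nt, the comparison within the distal part of each arm, which is nearer to the telomere than to the centromere, with windows of 2 Mb and 1 Mb, and the genes of Tables S2 and S3 in place of the 7 genes.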

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

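A signal in data that the paper does not discuss drew attention to the Y chromosome and the mitochondrial genome. The 2000-nt windows on the Y chromosome, the count without repeat-masked sequence, and the test on the mitochondrial region were added after these regions had been seen.

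The list, made from ovaries and ovarian cells, placed 172 regions on the Y chromosome, and they covered 76.5% of it. A candidate explanation is reads from copies on other chromosomes that also match the Y, since multi-mapped reads were kept for the discovery of clusters. It needs nearly every Y region to hold at least 3 distinct 25-mers per kb that also occur on another chromosome, the density that the authors required of reads. This was so for all 172 regions: 0 fell under that density, the lowest had 29.1 such 25-mers per kb, and the median was 429.4. Sequence of that kind is common on the Y chromosome, so the measure had limited room to come out low. Of the 145 windows of 2000 nt outside the regions, 10 (6.90%) fell under the density, and of the 1154 windows inside them, 1 did. The authors set aside reads that mapped to canonical TE sequences before the genome was used, and these 25-mers include TE sequence. In a test chosen after seeing the data, 25-mers that hold a repeat-masked base were left out. Then 7 of the 172 regions (4.07%) fell under the density, against 32 of the 145 windows outside them (22.1%). Windows inside the regions were not counted in this test. Whole regions are wider than the windows, so this difference cannot be separated from width. The repeat mask is not the set of TE sequences that the authors used. The authors' density counts unique piRNA reads, taken here as reads of distinct sequence. If it means reads placed at a single site, reads with copies elsewhere would not count toward it, and the paper's text does not settle this. On the first reading, shared sequence stays possible for most of the regions, and it is not shown that each arose so. Contamination with male cells was not tested, and the design gives no biological explanation to test.

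A single region of 14911 nt covered 76.4% of the mitochondrial genome, from 1 to 14911. Reads from nuclear copies of mitochondrial sequence were considered. Such copies would need to be spread along the region, but 11 of its 14 windows of 1 kb held fewer than 3 25-mers that occur again in the assembled chromosomes, and 0.677% of its 25-mers did so overall. Exact nuclear copies in the assembled chromosomes therefore cannot account for the length of the region. The paper's Results allow a mismatch in mapping, whereas the option in its Methods allows none. Nuclear copies that match with a mismatch were not counted. Fragments of mitochondrial transcripts stay open as an explanation that was not tested, and no biological explanation was tested.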

How the results depend on the processing

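Alternatives were set before the data were examined, except for the merging of regions within 1000 nt, TE insertions counted as genes, the tiles of unique sequence, the comparison within the distal part of each arm, nearer to its telomere than to its centromere, and the genes of Tables S2 and S3, which were chosen after seeing the data. Of 60 alternative values, 40 kept their direction and their side of the threshold, or stayed within the range set for a value with no test. The others comprised 4 that were weaker, 6 that were stronger, 9 that moved, and 1 that reversed.

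Higher coverage near centromeres kept its direction, with a p under 0.05, under every alternative run for it. The fold ranged from 1.42 with midpoints to 5.00 with regions of at least 10000 nt, and from 3.41 to 4.05 across the 5 values that each left out one arm. Coverage near telomeres depended on what it was compared with. It was not distinguishable from chance under the alternatives set before the data were examined, with folds from 1.05 to 1.25, and from 1.01 to 1.16 when one arm was left out. Against the rest of the distal part of the arms, which leaves out the densely covered sequence toward the centromeres, it was 1.63-fold (permutation test, p = 0.00022), and 2.05-fold with a window of 1 Mb (permutation test, p = 8e-05). The share of canonical cluster length (82.7% to 88.0%) and the repeat-masked ratio (1.37 to 1.65) also kept their direction under each of their alternatives.

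A minimum width of 5000 nt left 2051 regions, which covered 26.3% of the assembled chromosomes, and one of 10000 nt left 1088, which covered 21.3%, by construction of the filter. Merging regions within 5000 nt left 2061, with a median width of 7641 nt. The number of canonical clusters met was 11 in every setting, the most it can reach, and its chance level varied. The permutation p was 0.19 with all regions, 0.25 with shuffled in place of rotated lists, 0.03 with regions of at least 5000 nt, 0.0032 with those of at least 10000 nt, 0.017 when 10% of a canonical cluster had to be covered, and 6e-05 when 50% had to be.

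The number of regions without a gene, 425, was 809 with exons only and 648 when at least 50% of a region had to lie in genes, both by construction of a narrower overlap, and below chance in each case. It was 165 when TE insertions counted as genes, a choice made after seeing the data. With regions of at least 5000 nt it was 258 against 293.2 after rotation (permutation test, p = 0.1), and with regions of at least 10000 nt the direction reversed, to 166 against 122.5 (permutation test, p = 0.032). The cause was not tested. Of the 7 genes that the paper names for 3′ UTR piRNAs, 6 overlapped with a region (permutation test, p = 0.032), and with the genes of Tables S2 and S3, 257 of 284 did (permutation test, p = 2e-05). With at least 50% of the gene body required, 4 did (permutation test, p = 0.15), and 3 did with regions of at least 5000 nt (permutation test, p = 0.66) as well as with regions of at least 10000 nt (permutation test, p = 0.35). The cause was not tested beyond the smaller number of regions and the stricter overlap.

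No paired analysis was possible because the deposited list is a single set of regions whose columns name no library or replicate. For the same reason the spread between replicates, and the depth behind a region, could not be taken from the list.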

Differences from the paper's values

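No value differed from the paper's by more than 1.5 times in the main setting. The paper gives the number of new clusters as 3365 in one sentence and as 3356 in others, and the deposited list holds 3356. The paper counts 429 new clusters without an annotated gene, and 425 were found here with a later gene annotation.

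The paper describes the new clusters as leaning toward telomeres as well as centromeres. Within 2 Mb of the telomeric ends, coverage was 1.07-fold that of the rest of the arms (permutation test, p = 0.83), and none of the alternatives set before the data were examined had a p under 0.05. Against the rest of the distal part of the arms, the part nearer to the telomere than to the centromere, a setting chosen after seeing the values, it was 1.63-fold (permutation test, p = 0.00022), in the direction that the paper states. The paper describes new clusters as lying more than 1000 nt from their neighbors, whereas 66 of 3348 gaps were narrower. The paper calls the whole list new, whereas 46 of its regions overlapped with a canonical cluster.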

Other observations

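The count of protein-coding genes in regions without a tRNA gene was chosen after the counts of both kinds of genes were seen. The other tests below were specified before their own outcome was seen, but the comparison with the sequence beside the canonical clusters and the tests on tiles of unique sequence were chosen after the patterns they address were known.

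Most genes that the paper's text or figures name for 3′ UTR piRNAs lay in regions of the list. They are examples from a far larger set that the paper counts. Of these 7 genes, 6 overlapped with a region, against 2.59 on average after rotation (permutation test, p = 0.032). All bases of *CG10462* (chromosome 2L, 19732080 to 19735980), *Maf1* (2R, 1512810 to 1527095), and *tj* (2L, 19464267 to 19467758) were covered. Coverage was 51.9% for *ari-1* (X, 18130392 to 18137784), 41.3% for *CG3812* (X, 12765266 to 12772851, now named *Agpat1*), and 31.8% for *CG15628* (2L, 4821774 to 4828945). No region overlapped with *ade5* (X, 12757036 to 12760617, now named *Paics*). Apart from *tj*, which the paper cites from earlier studies, the genes were drawn by the paper from the same study's libraries, so their overlap with the list is not independent of it. The count was 3 of 7 with regions of at least 5000 nt. When at least 50% of the gene body had to be covered, it was 4 of 7 (permutation test, p = 0.15). The paper's Tables S2 and S3, on 3′ UTR piRNAs in GSCs and SCs, gave 147 and 155 genes. This is more than the paper's text counts as differing between GSCs and SCs, so the tables may hold genes that do not differ. Of the genes in either table, 284 were found on the standard chromosomes, and 257 of these (90.5%) met a region. After rotation, 139.7 did on average (permutation test, p = 2e-05), in a setting chosen after seeing the data. These genes too were drawn from the same study's libraries.

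Many regions overlapped with protein-coding genes, and 6096 of 13945 such genes on the standard chromosomes (43.7%) met a region. Fragments of abundant mRNAs may account for part of this. Of the 92 genes of ribosomal proteins, whose mRNAs are abundant in every cell, 79 (85.9%) met a region, against 35.1 on average (middle 95%, 27 to 44) in 10000 random lists of protein-coding genes matched on arm and length, and no random list reached 79. Fragments of tRNAs left among the reads cannot account for most of it: 49 of the 3183 regions on these chromosomes overlapped with a tRNA gene, and 5994 of the 6096 protein-coding genes (98.3%) met a region that did not. Copies of tRNA sequence outside the annotated tRNA genes were not examined. Of the 290 tRNA genes, 143 met a region, against 87.3 after rotation (permutation test, p = 0.00074), and whether tRNA fragments account for those regions was not tested. piRNAs made from abundant transcripts would give the same overlap with ribosomal protein genes and stay open, since neither strand nor read length is in the list. No biological explanation was tested.

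Coverage was high near centromeres, where repeated sequence could collect multi-mapped reads. Over tiles of unique sequence, coverage was 49.9% near centromeres and 15.6% in the rest of the arms, a fold of 3.19 (permutation test, p = 0.003). The higher coverage thus held where at least 95% of 25-mers were unique, on the 940000 nt of such tiles near centromeres. The repeated 25-mers that a tile may still hold can exceed 3 per kb, the density that the authors required of reads. A part played by these remaining repeats therefore stays open. A 25-mer that is unique can still share a shorter sequence with another place, which was not tested. No biological explanation was tested.

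The canonical clusters lie among stretches that the list covers densely, which could by itself give them a high coverage. Coverage of the 11 clusters was 86.9% ± 12.1 (SD, n = 11), and that of up to 250 kb on each side of them was 62.3% ± 23.2 (SD, n = 11). The flanks held less than 500000 nt for cluster11/100F (250023 nt), the canonical cluster on chromosome 4 (253537 nt), cluster2/20A (335815 nt), and cluster8/*flamenco* (460267 nt). Coverage was higher in the canonical cluster than in its flanks for 10 of 11 (two-sided exact sign-flip test, p = 0.002). The list thus covered most of these clusters more densely than their flanks taken whole. A flank can mix dense and sparse sequence, so this comparison cannot exclude position in a dense stretch narrower than the flanks. The test also takes the 11 clusters as independent, although flanks of neighboring clusters can share sequence. Position in densely covered stretches therefore stays open as an explanation. For cluster6/80E-F (91.7% against 89.6%), cluster12 (93.3% against 87.2%), and cluster15 (91.0% against 91.4%), and for the canonical cluster on chromosome 4 (81.7% against 74.2%), the 2 values were within 10 percentage points of each other, and no biological explanation was tested.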
